# Hyaluronan Mediates Cold-Induced Adipose Tissue Beiging

**DOI:** 10.3390/cells13151233

**Published:** 2024-07-23

**Authors:** Xi Chen, Yifan Wang, Huiqiao Li, Yanru Deng, Charlise Giang, Anying Song, Yu’e Liu, Qiong A. Wang, Yi Zhu

**Keywords:** hyaluronan, cold-induced adipose tissue beiging, extracellular matrix, HAS2, PH20

## Abstract

Adipose tissue beiging refers to the process by which beige adipocytes emerge in classical white adipose tissue depots. Beige adipocytes dissipate chemical energy and secrete adipokines, such as classical brown adipocytes, to improve systemic metabolism, which is beneficial for people with obesity and metabolic diseases. Cold exposure and β3-adrenergic receptor (AR) agonist treatment are two commonly used stimuli for increasing beige adipocytes in mice; however, their underlying biological processes are different. Transcriptional analysis of inguinal white adipose tissue (iWAT) has revealed that changes in extracellular matrix (ECM) pathway genes are specific to cold exposure. Hyaluronic acid (HA), a non-sulfated linear polysaccharide produced by nearly all cells, is one of the most common components of ECM. We found that cold exposure significantly increased iWAT HA levels, whereas the β3-AR agonist CL316,243 did not. Increasing HA levels in iWAT by *Has2* overexpression significantly increases cold-induced adipose tissue beiging; in contrast, decreasing HA by *Spam1* overexpression, which encodes a hyaluronidase that digests HA, significantly decreases cold-induced iWAT beiging. All these data implicate a role of HA in promoting adipose tissue beiging, which is unique to cold exposure. Given the failure of β3-AR agonists in clinical trials for obesity and metabolic diseases, increasing HA could serve as a new approach for recruiting more beige adipocytes to combat metabolic diseases.

## 1. Introduction

“Beige” or “brite” adipocytes, which reside in white adipose tissue (WAT) depots, dissipate energy as heat and secrete adipokines to regulate systemic metabolism in mice [1,2,3]. These adipocytes, together with classical brown adipocytes, play an important role in energy balance and possess great potential for treating metabolic diseases [4,5,6]. The abundance of brown adipocytes is low in human adults, but can be significantly induced under cold temperature, chronic stress, or drug treatments [7,8,9,10,11,12,13]. These induced thermogenic adipocytes possess a transcriptomic signature similar to that of mouse beige adipocytes [14]; thus, studies on mouse beige adipocytes and the processes used to induce them, referred to as “beiging”, have tremendous implications for human health. Cold and β3-adrenergic receptor (AR) agonist treatments are two commonly used stimuli for increasing beige adipocytes in mice, but the underlying mechanisms are different. Cold conditions predominantly promote the recruitment of new beige adipocytes, also known as de novo beige adipogenesis [1], while β3-AR agonists mainly promote the conversion of white adipocytes to beige adipocytes [15,16]. Clinical trials testing β3-AR agonists for obesity showed minimal efficacy, while highlighting safety concerns [17,18,19], likely due to significantly lower β3-AR expression in human adipocytes [20,21]. Thus, understanding how cold distinctly recruits beige adipocytes is particularly important for the development of therapeutics to increase thermogenic adipocytes and energy expenditure in humans.

Comparative transcriptome profiling revealed that genes in the extracellular matrix (ECM) pathway are most significantly affected (suppressed) by cold, but not by β3-AR agonist CL316,243 treatment in inguinal white adipose tissue (iWAT) [22]. ECMs are composed of glycosaminoglycans (e.g., hyaluronate), proteoglycans, and glycoproteins [23], providing structural support, as well as a biochemical and biomechanical environment for enmeshed cells [24]. Sodium hyaluronate is the sodium salt of hyaluronic acid (HA), a non-sulfated linear polysaccharide produced by almost all cells [25,26,27,28]. We found that cold, but not the β3-AR agonist CL 316,243, increases iWAT HA content, implicating a unique role of HA in cold-induced adipose tissue beiging.

HA is synthesized from uridine diphosphate (UDP)-glucuronic acid (UDP-GlcUA), and UDP-N-acetylglucosamine (UDP-GlcNAc), both derived from glucose. It was initially thought that obese and type 2 diabetes patients with high blood glucose levels would produce more HA, impair insulin sensitivity, and contribute to the pathogenesis of the disease. In our previous study, we found that despite an increase in serum HA levels, adipose tissue HA content decreased after prolonged high-fat, high-sucrose (HFHS) obesogenic diet treatment [29]. Using an inducible, adipocyte-specific transgenic model, Adipoq-rtTA::Tre-Has2, abbreviated as Apn-Has2 mice, we found that increased adipose tissue HA production significantly improved systemic glucose tolerance without affecting systemic insulin sensitivity [29]. When Apn-Has2 mice were acutely challenged by cold exposure in the TSE metabolic chamber, they produced more heat (indirectly calculated from oxygen consumption), even though their brown adipose tissue UCP1 expression did not differ significantly from that of the control mice at the beginning of the “cold challenge”, when mice were housed at room temperature [29].

These data enabled us to carry out long-term cold exposure, which demonstrated that *Has2* overexpression in adipocytes enhances cold-induced adipose tissue beiging, whereas digestion of HA in a new mouse model of hyaluronidase PH20 overexpression dampens cold-induced adipose tissue beiging. Altogether, these data suggest a positive role for HA in the cold-induced beiging process of adipose tissue. To identify the mechanisms that govern the effect of HA in cold-induced adipose tissue beiging, we performed RNA sequencing of the iWAT depots from Apn-Has2 and Apn-Spam1 mice, which revealed significant changes in the ECM pathway, as expected, as well as changes in chemotaxis and growth factor pathways. We discuss exactly how HA promotes adipose tissue beiging and why this effect is unique to cold exposure, which warrants further research in the future.

## 2. Materials and Methods

### 2.1. Mice

Animals were cared for and used in accordance with the United States Animal Welfare Act, and the experimental protocols were approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine. Adiponectin-rtTA mice (referred to as Apn-rtTA) were previously generated, verified, and gifted by Dr. Philipp Scherer [1]. TRE-Has2 and TRE-PH20 mice were generated by subcloning the respective mouse cDNA gene into the pTRE vector (Clontech, Mountain View, CA, USA) with a rabbit β-globin 3′-UTR [30]. All experiments were conducted using littermate-controlled male mice starting at 8–10 weeks of age unless mentioned otherwise. Mice were housed in cages with a 12 h dark–light cycle and free access to water and regular chow or a chow diet containing 200 mg/kg doxycycline (Dox200; Bio-Serv, S3888, Flemington, NJ, USA). Mice were randomly allocated to experimental groups and weight-matched at the beginning of the experimental protocol. For the cold-induced beiging experiments, mice were singly housed in temperature-controlled chambers at 6 °C for the indicated periods with free access to food and water. CL 316,243 (Sigma-Aldrich, C5976-5MG, St. Louis, MO, USA) was administered at a dose of 1 mg/kg body weight via intraperitoneal injection.

### 2.2. Stromal Vascular Fraction (SVF) Isolation and Treatment

Mice were euthanized, and iWAT was dissected and minced into small pieces. The minced tissue was incubated in a digestion buffer containing 1 mg/mL collagenase D at 37 °C for 90–120 min to break down the extracellular matrix and dissociate the adipocytes and SVF cells. Subsequently, the digested tissue was passed through a 100 µm mesh, followed by centrifugation to remove the floating adipocyte fraction. The resulting pellet was then resuspended and further filtered through a 40 µm mesh to remove any remaining undigested fragments. The filtrate was centrifuged at 600× *g* for 5 min to pellet SVF cells. The SVF pellet was resuspended in 5 mL DMEM/F12 medium (Thermo Fisher, 11330057, Waltham, MA, USA) supplemented with 10% fetal bovine serum (Sigma-Aldrich, F0926-500ML, St. Louis, MO, USA), 1% penicillin/streptomycin (Sigma Aldrich, P4333-100 ml), and 0.1% gentamycin (Thermo Fisher, 15-710-064) and then seeded in a 60 mm plate. Once the cells reached 80–90% confluence, they were seeded into a 12-well plate. SVF cells were treated with 110 nM CL316,243 (Sigma-Aldrich, C5976; EC50 = 3 nM) or 500 nM isoproterenol (Cayman Chemical Company, 15592; EC50 = 45.6 nM, Ann Arbor, MI, USA) for 4 h. Both doses were expected to achieve full activation of respective β-ARs. Following this incubation, the medium was collected for HA quantification.

### 2.3. RNA Extraction and qPCR

Frozen iWAT tissue was homogenized in TRIzol (ThermoFisher, 15596018) to disrupt the cells and release RNA. Chloroform (Fisher Scientific, C298-500, Hampton, NH, USA) was added to the homogenate to create a biphasic solution that separated RNA from DNA and proteins. The mixture was centrifuged to separate the phases; the top lipid layer was removed, and the aqueous phase containing the RNA was transferred to a new tube, precipitated, and centrifuged to obtain the RNA pellet. Subsequently, the RNA pellet was washed with ethanol to remove any contaminants. The purified RNA pellet was then resuspended in RNase-free water. Finally, the quantity and quality of the isolated RNA were assessed by spectrophotometry; 1 mg of RNA was used to transcribe cDNA using a reverse transcription kit (Bio-Rad, 1708841BUN, Hercules, CA, USA). RT-qPCR primers were obtained from Harvard PrimerBank [31] (https://pga.mgh.harvard.edu/primerbank/) (accessed between 1 January 2020 and 1 July 2024) (Table 1). The mRNA levels were calculated using the comparative threshold cycle (Ct) method and normalized to the gene *Rps16*.

### 2.4. RNA Sequencing

RNA was extracted according to the previously described protocol. The concentration of the RNA samples was measured using a NanoDrop Spectrophotometer (Thermo Fisher), and their integrity was confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only samples with RNA integrity numbers (RINs) above 8.0 were utilized in the experiments. cDNA libraries were constructed using the Illumina TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA), resulting in an average cDNA library size of 150 bp (excluding adapters). The quality and integrity of these cDNA libraries were verified using an Agilent 2100 Bioanalyzer (Agilent Technologies) and ABI StepOne Plus real-time PCR system (Thermo Fisher). RNA sequencing was performed by Novogene (Novogene, Sacramento, CA, USA). FastQC v0.11.9 was employed to check the raw sequencing quality and test for adapter contamination. The overall quality was satisfactory, and the raw reads were mapped to the mouse genome using STAR v2.7.9a. The genome index was generated from raw FASTA, and annotation files were downloaded from the GENCODE portal for the mouse genome build GRCm38 release 23. Alignments were stored in the BAM format. MultiQC v1.12 provides a summary of the raw read and alignment quality. Gene expression values for each sample were calculated based on the number of reads aligned per gene using STAR quantMode GeneCounts. Raw counts were normalized, and genes with an average read count below 50 across all samples were excluded from differential analysis. Differential gene expression analysis was performed using DESeq2, applying a *p*-value threshold of 0.05 to identify significant differentially expressed genes. 

### 2.5. HA Extraction and Measurement

HA extraction was performed as previously described [32]. The harvested serum samples were directly used for HA measurement. For iWAT, the tissues were excised immediately after the animals were sacrificed and weighed. Approximately 20 mg of iWAT was homogenized using a TissueLyser in homogenization buffer containing 10 mM Tris-Cl (ThermoFisher, 15567027), 5 mM EDTA (Boston Bioproducts, BM-150-K, Milford, MA, USA), 100 mM NaCl, and 0.1% SDS with proteinase K (Sigma-Aldrich, 3115879001) and then digested at 55 °C overnight. A total of 0.8 M MgCl_2_ (Sigma-Aldrich, M1028-100ML) was added to chelate EDTA, followed by incubation at 95 °C for 10 min to inactivate the proteinase K. The digested mixture was centrifuged to remove the indigestible tissues, and Pefabloc SC (Sigma-Aldrich, 11873601001) was added to the collected supernatant to inhibit residual proteinase K activity. The samples were incubated at 37 °C overnight. Subsequently, 0.5 μl of benzonase endonuclease (Sigma-Aldrich, E1014-5KU; >125 IU) was added and incubated at 37 °C overnight to remove nucleic acids. The samples were then incubated at 65 °C for 20 min to inactivate benzonase endonuclease. Pure ethanol (Fisher Scientific, BP28184) was added, and the samples were incubated at −80 °C overnight to precipitate HA. The samples were then centrifuged to collect the HA pellet, which was washed once with 76% ethanol. Finally, the HA pellet was dissolved in 10 mM Tris-Cl (pH 8.0) for the HA ELISA.

For HA measurement, the extracted HA was quantified using an ELISA kit (R&D Systems, DHYAL0, Minneapolis, MN, USA) with a sample digested with bovine testis hyaluronidase overnight as the negative control. Specific dilutions of the samples were predetermined to allow the final readings to fall within the linear portion of the transformed standard curve. Diluted samples were measured using a manufacturer-provided protocol. The tissue HA content was expressed as measured HA levels normalized to the wet weight of the tissue used for extraction.

### 2.6. Histology

After euthanasia, the tissue was immediately excised, fixed overnight in 10% PBS-buffered formalin, and stored in 50% ethanol. Tissues were sectioned (5 µm), rehydrated, and stained with hematoxylin and eosin (H&E) at the Pathology Core of BCM. Microscopic images were obtained with a ZEISS Axioscan scanner (ZEISS, Oberkochen, Baden-Württemberg, Germany).

### 2.7. Immunofluorescence

Paraffin sections were first deparaffinized and rehydrated by sequentially washing in xylene (Sigma Aldrich, 534056-4L), 100% ethanol, 95% ethanol, and distilled water. The slides were boiled in 10 mM sodium citrate buffer (VectorLab, H-3300-250, Newark, CA, USA) for 10 min to unmask the antigens. After cooling on the benchtop for 30 min, the samples were rinsed twice with TBST. The specimens were blocked in blocking buffer (2% BSA in TBS with 0.5% Tween-20) for 60 min and then incubated with UCP-1 primary antibodies (CST, 72298) in antibody dilution buffer (2% BSA in TBST) overnight at 4 °C. After rinsing three times in TBST for 5 min each, the specimens were incubated with fluorochrome-conjugated secondary antibodies (Invitrogen, A32734, Waltham, MA, USA) for 1–2 h at room temperature in the dark. After three more washes in TBST, the specimens were incubated with 300 nM DAPI (ThermoFisher, D1306) solution for 5 min at room temperature, rinsed, and mounted using Dako mounting medium (Aligent Technologies, S3023). Microscopic images were obtained using a BC43 confocal microscope (Oxford Instruments, Abingdon, UK). The mages were acquired under the same parameters, and overall channel immunofluorescent signal intensity was quantified using images containing an average of 100–500 adipocytes and the Image J software version 1.54g.

### 2.8. Statistical Analysis

Results are shown as the mean ± SEM. Student’s *t*-test was used to compare the difference between the two groups, and one-way ANOVA was used to assess differences among the three groups, followed by Tukey’s multiple comparison test for pairwise comparisons between the groups. *p* values < 0.05 were considered statistically significant. Detailed statistical analyses and significance levels are provided in the figure legends.

## 3. Results

### 3.1. Cold, but Not CL 316,243, Increases iWAT HA Levels

Sex and age affect HA levels in circulation and iWAT (Supplementary Figure S1); therefore, we chose to begin our study using young male mice. Overnight cold exposure (6 °C) of 10-week-old male mice increased iWAT HA levels by 79% and increased serum HA levels by 87.5%, while having a minimal effect on epididymal WAT (eWAT) HA levels (Figure 1A). Cold exposure also increased brown adipose tissue (BAT) HA levels by 68%, but this difference was not statistically significant (Figure 1A). In contrast, overnight treatment with 1 mg/kg body weight CL 316,243 via intraperitoneal (i.p.) injection did not significantly affect HA content in iWAT or serum HA content (Figure 1B). This dose of CL 316,243 has been well established to induce adipose tissue beiging [33]. In addition to adipocytes, adipose tissue comprises adipocyte progenitor cells, blood vessel endothelial cells, and immune cells. Plotting the published adipose tissue cell population expression data revealed that mesenchymal stem cells (MSCs) of adipose tissue had the highest expression of Has genes, with Has1 expressed in the highest percentage of cells and Has3 expressed in the lowest percentage of cells at a nearly nonexistent level (https://tabula-muris.ds.czbiohub.org/; accessed on 16 June 2024 Figure 1C). Cold exposure promotes the secretion of norepinephrine (NE), which can function on all three β-ARs. A cold-mediated but not β3-AR-mediated process can be mediated through β1-AR, β2-AR, or both. Treatment of isolated stromal vascular fraction (SVF) cells, which comprise adipose progenitor cells (APCs) but not adipocytes, with the β3-AR agonist CL316,243 or pan-β1/2-AR agonist isoproterenol (ISO) showed selected increases in culture medium HA in the ISO group (Figure 1D), indicating that β3-AR does not participate in promoting HA production. 

### 3.2. More HA Promotes Adipose Tissue Beiging

Apn-rtTA/TRE-*Has2* (Apn-*Has2*) mice were generated to study how adipocyte HA production affects systemic metabolism [29]. These mice demonstrated slightly less weight gain on a high-fat diet (HFD) and significantly improved glucose tolerance [29]. Despite the lack of difference in *Ucp1* expression in BAT, Apn-*Has2* mice displayed enhanced thermogenesis when they were switched from room temperature to 6 °C in a TSE metabolic chamber [29]. After supplementing the mice with 200 mg/kg doxycycline (Dox200) in the chow diet and exposing them to cold for three days after doxycycline treatment, they displayed higher beiging gene expression (*Ucp1*, *Cidea*, *Pdk4*, and *Ppargc1a*) and morphology of more clusters of beige adipocytes (Figure 2C,D). UCP1 immunofluorescence staining also indicated higher UCP1 content in Apn-*Has2* inguinal fat pads (Figure 2E). 

### 3.3. Less HA Reduces Adipose Tissue Beiging

Whether HA production itself stimulates beiging or whether secreted HA provides a beiging-enabling niche is unknown. To complement the *Has2* overexpression study, over-digestion of HA in white adipose tissue was achieved using hyaluronidase PH20. PH20 (encoded by the Spam1 gene) is a sperm-specific, secreted, glycosylphosphatidylinositol-anchored cell surface hyaluronidase that functions at neutral pH [34]. In the newly generated Apn-rtTA/TRE-PH20 (abbreviated as Apn-PH20) mice, the mRNA expression of the transgene Spam1 significantly increased (Figure 3A), while iWAT HA levels decreased by 82.2% (Figure 3B). In a similar 3-day transgene expression and cold exposure experiment, the expression of the beiging genes Ucp1, Cox7a1, Pdk4, and Ppargc1a was significantly reduced (Figure 3C). H&E staining showed fewer patches of beige adipocytes, and UCP1 immunofluorescence staining demonstrated a similar reduction (Figure 3D,E). These data suggest that digestion of HA from the extracellular space impairs cold-induced iWAT beiging.

### 3.4. HA Reprograms Gene Expression in iWAT

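Bulk RNA of inguinal white adipose tissue (iWAT) was sequenced in 16 libraries, 4 from each of 4 groups of male mice. The groups were Apn-Has2 mice (Has2_TG), their littermate Apn-rtTA controls (Has2_WT), Apn-PH20 mice (PH20_TG) and their littermate Apn-rtTA controls (PH20_WT). rtTA is a transcription factor that doxycycline activates, and both mouse lines express it from the adiponectin promoter, so that the transgene under the TRE promoter is made in adipocytes. The mice had eaten chow with 200 mg/kg doxycycline for 5 days. The authors aligned the reads to the mouse genome GRCm38 with STAR, counted them per gene with STAR, and deposited FPKM (fragments per kilobase of gene length and library size) for 54532 genes. FPKM multiplied by the gene length and the library total was a whole number of reads in 100% of the values, so the reads behind each value could be recovered. The reads on genes ranged from 16442272 to 26751729 in Has2_WT (median 19462712) and from 16350133 to 25870098 in Has2_TG (median 19663966). They ranged from 15459724 to 20060359 in PH20_WT (median 17166193) and from 14421692 to 19958978 in PH20_TG (median 16729446). The library total behind each FPKM differed from these sums by a factor of 0.886 to 1.14, so the deposited values already carry a scaling between libraries. Each study was tested on its own 8 libraries with limma's moderated test on log2(FPKM + 0.1), two-sided, for genes with a mean of at least 50 reads, which is the minimum that the paper's methods give. A gene was counted as changed at an unadjusted p-value under 0.05, the paper's threshold, and the count after Benjamini-Hochberg adjustment over all genes tested is given beside it. With 4 libraries against 4, the smallest p-value that an exact permutation test can give is 0.0286. The precision of a value at a low count is limited by counting error: a gene without a read in a library may have had up to 3 reads there by chance.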

To understand how HA may mediate cold-induced adipose tissue beiging, we performed RNA sequence analysis of iWAT harvested from Apn-Has2 or Apn-PH20 mice compared to their respective littermate Apn-rtTA controls. 

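The transgene of the Apn-Has2 mice encodes the hyaluronan synthase Has2 (ENSMUSG00000022367), whose endogenous gene lies on chromosome 15 of GRCm38 from 56665627 to 56694539. Reads from the transgene and from the endogenous gene are not told apart in the deposited values. Has2 FPKM was 2.59 ± 0.631 (SD, n = 4) in Has2_TG and 0.585 ± 0.176 (SD, n = 4) in Has2_WT, and every Has2_TG library lay above every Has2_WT library. The log2 fold change was 1.98 (SE 0.30, limma adjusted p = 0.0540). With all 8 libraries kept, it ranged from 1.17, with a pseudocount of 1 in place of 0.1, to 2.09, with the B cell score as a covariate, and without Has2_WT1 it was 2.12. In the PH20 study, Has2 FPKM was 1.77 ± 1.77 (SD, n = 4) in PH20_TG and 0.612 ± 0.264 (SD, n = 4) in PH20_WT, a difference within the spread of PH20_TG (log2 fold change 0.60, SE 0.91). The transgene of the Apn-PH20 mice is Spam1 (ENSMUSG00000029682), on chromosome 6 from 24791188 to 24801048. Spam1 had 6 reads in PH20_TG2, 12 reads in PH20_TG3 and 5 reads in PH20_TG4, and 0 reads in PH20_TG1 and in the 12 libraries of the other groups. A count of 0 allows up to 3 reads, which is an FPKM of 0.0790 in PH20_TG1 and of up to 0.0860 in PH20_WT. Expression of Spam1 in PH20_TG1 was therefore not detectable at this depth, and the gene was under the minimum for testing in both studies. PH20_TG1 was kept in its labelled group, which its Spam1 count neither bears out nor rules out. Mean Spam1 FPKM in PH20_TG was 0.155 ± 0.133 (SD, n = 4).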

Transgene expression was induced by supplementing 200 mg/kg doxycycline in the chow diet for five days in all mice, which resulted in no divergence in body weight or other metabolic phenotypes, allowing us to understand the primary effect of changes in HA levels on gene expression. 

For the Apn-Has2 study, out of 24,142 meaningful detected genes, 1015 were significantly upregulated and 1166 were significantly downregulated in the iWAT (Figure 4A). 

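In the Has2 study, 12606 genes had a mean of at least 50 reads over the 8 libraries. Of these, 788 were upregulated and 473 were downregulated in Has2_TG at an unadjusted p-value under 0.05, where 630.3 genes in all would pass by chance. After adjustment, 13 genes were upregulated and 0 were downregulated. The FPKM of the groups did not overlap for 634 of the 1261 genes. Over all genes tested, the groups did not overlap for 6.19%, against the 2.86% that chance gives. Among the upregulated genes past the adjusted threshold, the largest change was that of Flrt2 (ENSMUSG00000047414, chromosome 12 from 95692226 to 95785215), with 4.23 ± 0.714 FPKM (SD, n = 4) in Has2_TG and 0.721 ± 0.355 (SD, n = 4) in Has2_WT. Its log2 fold change was 2.49 (SE 0.34, limma adjusted p = 0.0384). Il1r2, a decoy receptor of interleukin-1, followed with 2.42 (SE 0.28), then Sfrp2 with 2.42, Tmem100 with 2.34 and Dact2 with 2.30, each at the same adjusted p-value. Among the downregulated genes with groups that did not overlap, Apol7e was at or under 3 reads in every Has2_TG library and at least 30.0-fold lower than in Has2_WT. The log2 fold changes of the next ones were -3.16 for Dusp2, -2.72 for Acot11, -2.56 for Tnfrsf18 and -2.22 for Sorcs2, and the smallest adjusted p-value of these genes was 0.0912 (Sorcs2). Dusp2 had 656 and 448 reads in Has2_WT1 and Has2_WT2 but 22 and 15 in Has2_WT3 and Has2_WT4, and it was not called without Has2_WT1, Has2_WT2 or Has2_TG1. When every gene with a read was tested, 25564 genes, 800 were downregulated and 0 passed adjustment. Over the alternatives set beforehand that kept all libraries, the number upregulated after adjustment ranged from 0 to 49. It was 138 without Has2_WT4 and 0 without any 1 of the other 7 libraries.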

Gene ontology (GO) depicts three complementary biological concepts: biological process (BP), molecular function (MF), and cellular component (CC). 

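Gene ontology terms were not tested here; lists of genes written before the values were seen stand in for them, each tested in Has2_TG against Has2_WT with a one-sided Fisher's exact test on genes at an unadjusted p-value under 0.05. Of the chemokines and chemokine receptors, 29 were tested and 8 were upregulated, with 0 downregulated and 2.90 expected by chance (exact adjusted p = 0.0129 over 20 lists). The 3 with the smallest p-values were Ccl9 (log2 fold change 1.05, SE 0.23), Ccl6 (1.08, SE 0.24) and Ccr1 (1.23, SE 0.29), which encode chemokines and a chemokine receptor of myeloid cells. Ccl9 FPKM was 25.3 ± 3.85 (SD, n = 4) in Has2_TG and 12.5 ± 4.20 (SD, n = 4) in Has2_WT. With p-values adjusted over the list alone, 6 of the 29 genes passed, and over all genes tested, 0 did. The median log2 fold change of the list was 0.08, with 15 genes higher and 14 lower. Its adjusted p-value ranged from 0.00131 to 0.555 over the alternatives, with 0.368 when all 16 libraries were fitted together, 0.181 with limma's camera test and 0.555 with limma's fry test. Ackr3, Ccl11 and Ccl7 are the members with the smallest p-values in the Reactome pathway Chemokine receptors bind chemokines, in which 6 of 27 genes were upregulated (exact adjusted p = 0.777).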

For BP, taxis, chemotaxis, and extracellular matrix organization were the top three significantly changed pathways (Figure 4B), which aligns with previous studies suggesting that HA plays a role in cell migration [35]. 

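Fibrillar and other collagens formed a list of 26 tested genes, of which 12 were upregulated and 0 were downregulated in Has2_TG, with 2.60 expected by chance (one-sided Fisher's exact test, adjusted p = 2.42e-05). Col14a1 (ENSMUSG00000022371, chromosome 15 from 55307750 to 55520803) had the smallest p-value, with 17.6 ± 4.58 FPKM (SD, n = 4) in Has2_TG and 4.47 ± 1.93 (SD, n = 4) in Has2_WT and a log2 fold change of 2.01 (SE 0.31). The major fibrillar collagens Col1a2 and Col1a1 rose by 1.44 (SE 0.29) and 1.53 (SE 0.32) on the log2 scale. With adjustment over the list alone, 8 collagens passed, and over all genes tested, 0 did. Of 45 other proteins of the extracellular matrix, such as fibronectin, fibrillins and proteoglycans, 23 were upregulated and 2 were downregulated, with 4.50 expected (exact adjusted p = 7.09e-13). The 3 smallest p-values among these were those of Mfap5 (log2 fold change 1.45, SE 0.25), Thbs3 (1.42, SE 0.26) and Fn1 (2.19, SE 0.42). When adjusted within this list, 21 genes passed, against 0 over all genes tested. With the B cell score as a covariate, the adjusted p-value of the collagens was 0.196, the highest of its alternatives, which reached down to 2.29e-07, while that of the other matrix proteins stayed under 0.05 except with the fry test, at 0.174.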

The extracellular matrix and membrane-related pathways were the top hits in CC (Figure 4B), suggesting integrated regulation of HA levels and genes responsible for other components of the ECM [36]. 

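Growth factor binding was represented by a list of insulin-like growth factor-binding proteins, latent TGF-β-binding proteins and growth factor receptors. Of its 30 tested genes, 6 were upregulated and 1 was downregulated in Has2_TG, with 3.00 expected by chance (one-sided Fisher's exact test, adjusted p = 0.0467). The call depended on the settings: the adjusted p-value ranged from 7.36e-05 to 0.283 over the alternatives and was above 0.05 with 6 of 14 of them. Without Has2_TG1 it was 0.0514. Igfbp6 (ENSMUSG00000023046, chromosome 15 from 102144362 to 102149511) was expressed at 236 ± 59.2 FPKM (SD, n = 4) in Has2_TG and 65.0 ± 29.9 (SD, n = 4) in Has2_WT, with a log2 fold change of 1.92 (SE 0.30). Ltbp1 rose by 1.57 (SE 0.30) and the platelet-derived growth factor receptor Pdgfra by 1.42 (SE 0.32) on the log2 scale. Among the 30 genes, 5 passed when adjusted over the list alone and 0 over all genes tested. Of 7 tested genes of dividing cells, such as Mki67 and Top2a, 1 was downregulated and 0 were upregulated (exact adjusted p = 0.696), with a median log2 fold change of -0.55. The difference in their mean was within the spread of the libraries (exact permutation test, p = 0.229).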

Receptor-ligand activity and growth factor-binding pathways were among the top 10 MF pathways (Figure 4B), supporting the role of HA in cell proliferation [37]. KEGG enrichment pathway analysis largely supported the observation of GO analysis, highlighting cytokine–cytokine receptor interaction, chemokine signaling, and ECM–receptor interaction as the pathways with either the most significant adjusted *p*-value or highest gene ratio (Figure 4C).

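KEGG pathways were not tested here. Of 50 tested cytokine receptors, 7 were upregulated and 5 were downregulated in Has2_TG, with 5.00 expected by chance (one-sided Fisher's exact test, adjusted p = 0.00904). The upregulated ones included Il1r2, the interleukin-36 receptor Il1rl2 (log2 fold change 1.58, SE 0.24, limma adjusted p = 0.0540) and Il11ra1 (0.61, SE 0.19). Il1rl2 FPKM was 13.2 ± 3.87 (SD, n = 4) in Has2_TG and 4.30 ± 0.885 (SD, n = 4) in Has2_WT. The median log2 fold change of the list was 0.02. Adjusted over the list alone, 2 receptors passed, and over all genes tested, 1 did (Il1r2). The adjusted p-value of the list ranged from 0.00119 to 0.864 over the alternatives, and it was above 0.05 without Has2_WT2 (0.197), Has2_TG1 (0.561) or Has2_TG3 (0.261). Without Has2_WT3 (7.04e-05) or Has2_WT4 (0.00255) the list was called in the opposite direction. In the Reactome pathway Cytokine Signaling in Immune system, 19 of 194 genes were changed, with 20.7 expected (exact adjusted p = 1). The pathway Non-integrin membrane-ECM interactions, which holds matrix proteins and their cell surface receptors, had 16 upregulated and 1 downregulated of 46 genes (4.91 expected, exact adjusted p = 2.39e-04). Integrin cell surface interactions had 13 upregulated and 1 downregulated of 58 genes (6.19 expected, exact adjusted p = 0.0688).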

Reactome enrichment showed that extracellular matrix organization was the most significantly affected pathway, while many pathways in collagen fibril trimerization, crosslinking, assembly, and degradation were among the top 20 affected pathways (Figure 4D). 

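The enrichment was tested over 808 mouse Reactome pathways with 10 to 500 tested genes, as carried by the fgsea package, against a background of 4378 tested genes that belong to a pathway. At an adjusted p-value under 0.05 (one-sided Fisher's exact test), 24 pathways were enriched. Extracellular matrix organization had the smallest adjusted p-value, 1.83e-10, with 48 upregulated and 4 downregulated of 169 genes and 18.0 expected by chance. It was followed by Degradation of the extracellular matrix (26 of 64 genes, exact adjusted p = 1.39e-07), Collagen degradation (17 of 36, 7.62e-06) and ECM proteoglycans (19 of 46, 1.29e-05). Elastic fibre formation had 15 upregulated of 32 genes (exact adjusted p = 2.89e-05), among them Mfap5, Fn1 and Ltbp1. Assembly of collagen fibrils and other multimeric structures had 11 upregulated of 30 genes (exact adjusted p = 0.0113), and Anchoring fibril formation had 6 of 11 (adjusted p = 0.0167). The genes with the smallest p-values in Extracellular matrix organization were Col14a1, Bmp1 and Mfap5. The proteoglycan decorin, Dcn (ENSMUSG00000019929), was expressed at 198 ± 46.6 FPKM (SD, n = 4) in Has2_TG and 69.7 ± 29.7 (SD, n = 4) in Has2_WT, with a log2 fold change of 1.58 (SE 0.31). Over the alternatives, the adjusted p-value of Extracellular matrix organization ranged from 1.10e-13 to 0.539, and the fry test, which estimates the correlation between genes from the residuals, was the only one of 14 to give a value above 0.05. Under the camera test with a preset correlation of 0.01, 37 pathways were called, and under the fry test, 0 were. Of the 20 gene lists, the hyaluronan list (fry adjusted p-value 0.0307) and the adipocyte progenitor list (fry adjusted p-value 0.0409) were called under both camera and fry. With Fisher's exact test the hyaluronan list was called as well, but not without Has2_WT3, Has2_TG1 or Has2_TG2.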

Notably, genes involved in collagen biosynthesis and modifying enzymes are also significantly affected by HA overproduction (Figure 4D), indicating the role of HA in ECM collagen turnover [36].

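In the Reactome pathway Collagen biosynthesis and modifying enzymes, 12 genes were upregulated and 0 were downregulated of 38, with 4.05 expected by chance (one-sided Fisher's exact test, adjusted p = 0.0167). Its adjusted p-value ranged from 8.37e-05 to 0.719 over the alternatives and was 0.112 when every gene with a read was tested, and without Has2_WT1 it was 0.0510. A list of 23 tested enzymes and chaperones of collagen held 10 upregulated and 0 downregulated genes, with 2.30 expected (exact adjusted p = 1.66e-04). The 3 with the smallest p-values were the procollagen C-proteinase Bmp1 (ENSMUSG00000022098), its enhancer Pcolce2 (ENSMUSG00000015354) and the lysyl oxidase-like enzyme Loxl1 (ENSMUSG00000032334). Bmp1 was expressed at 17.9 ± 4.90 FPKM (SD, n = 4) in Has2_TG and 7.17 ± 1.43 (SD, n = 4) in Has2_WT, a log2 fold change of 1.29 (SE 0.23). Pcolce2 rose by 2.09 (SE 0.40) and Loxl1 by 1.18 (SE 0.24) on the log2 scale. Of the enzymes, 7 passed when adjusted over the list alone and 0 over all genes tested. Per library, the mean log2 FPKM of the list was 3.73 ± 0.297 (SD, n = 4) in Has2_TG and 3.13 ± 0.222 (SD, n = 4) in Has2_WT (exact permutation test, p = 0.0571). Has2_WT4 lay among the Has2_TG libraries on this measure. The paper takes the change of these genes in iWAT that overproduces HA as a sign of a role of HA in collagen turnover.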

In contrast, when comparing Apn-PH20 (PH20_TG) to the ApnrtTA control (PH20_WT) iWAT, out of 24,935 meaningful detected genes, 640 genes were significantly upregulated and 919 were significantly downregulated (Figure 4E). 

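In the PH20 study, 12532 genes had a mean of at least 50 reads, of which 401 were upregulated and 425 were downregulated in PH20_TG at an unadjusted p-value under 0.05. By chance, 626.6 genes would pass in all. After adjustment, 0 genes passed in either direction. The FPKM of the groups did not overlap for 420 of the 826 genes, and for 4.54% of all genes tested, against 2.86% by chance. The largest changes among the upregulated genes whose groups did not overlap were those of Cyr61 (log2 fold change 2.30, SE 0.51), Gapdh (2.06, SE 0.74), Gm5627 (1.91, SE 0.54), Serpina3m (1.68, SE 0.46) and Dusp1 (1.58, SE 0.41). Cyr61 (ENSMUSG00000028195, chromosome 3 from 145646976 to 145649981) was expressed at 26.1 ± 17.6 FPKM (SD, n = 4) in PH20_TG and 4.35 ± 1.47 (SD, n = 4) in PH20_WT. Gapdh was listed at only 9.33 ± 13.4 FPKM (SD, n = 4) in PH20_TG and 1.08 ± 0.202 (SD, n = 4) in PH20_WT. Among the downregulated genes whose groups did not overlap, the myosin heavy chain Myh4 (ENSMUSG00000057003, chromosome 11 from 67238029 to 67260446) had the largest change, from 68.3 ± 41.4 FPKM (SD, n = 4) in PH20_WT to 8.70 ± 12.8 (SD, n = 4) in PH20_TG. Its log2 fold change was -4.65 (SE 1.45, limma adjusted p = 0.666). Myh4 was followed by Tnni2 (-4.32), Cox6a2 (-3.90), Fcer2a (-3.85) and Cd79a (-3.75). Myh4, Tnni2 and Cox6a2 are expressed in skeletal muscle. With the skeletal muscle score of each library as a covariate, 202 and 116 genes were up- and downregulated. Cd79a had 4090 and 1453 reads in PH20_WT1 and PH20_WT3, and 49 and 42 in PH20_WT2 and PH20_WT4. Without PH20_WT2, 655 genes were downregulated, and without PH20_TG2, 279 were.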

GO pathway analysis showed that lymphocyte differentiation, leukocyte differentiation, and T cell and B cell activation were among the most significantly affected pathways (Figure 4F). 

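B cell and T cell genes were tested as lists in PH20_TG against PH20_WT. Of 17 tested B cell genes, 7 were downregulated and 0 were upregulated, with 1.12 expected by chance (one-sided Fisher's exact test, adjusted p = 3.81e-04 over 20 lists) and a median log2 fold change of -2.83. Of 22 tested T cell genes, 8 were downregulated and 0 were upregulated, with 1.45 expected (exact adjusted p = 3.81e-04) and a median log2 fold change of -2.11. Adjusted over each list alone, 0 genes passed, as over all genes tested. Among the B cell genes, Fcer2a (ENSMUSG00000005540) was expressed at 0.202 ± 0.144 FPKM (SD, n = 4) in PH20_TG and 11.6 ± 16.1 (SD, n = 4) in PH20_WT, so the spread within PH20_WT was as large as the difference. Blk and Spib, the next by p-value, fell by 3.47 (SE 1.09) and 3.13 (SE 1.06) on the log2 scale. The T cell genes with the smallest p-values were Cd28 (log2 fold change -2.36, SE 0.66), Cd247 (-1.67, SE 0.48) and Cd3d (-2.58, SE 0.75). Per library, the mean log2 FPKM of the B cell list was 4.69 in PH20_WT1 and 3.27 in PH20_WT3, and lay between -1.21 and -0.71 in the other 6 libraries of the study. The exact permutation test of this mean gave p = 0.0571 for B cells and p = 0.229 for T cells. In the Has2 study, the B cell score was 4.93 in Has2_WT1 and 4.40 in Has2_WT2 and between -1.77 and -1.15 in the other 6 libraries. With voom weights on the reads in place of log2 FPKM, the adjusted p-values were 1 for B cells and 1 for T cells, the highest of their alternatives. Without PH20_WT3 they were 0.0632 for B cells and 0.0812 for T cells, and without PH20_TG1 0.0676 and 0.450.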

The external side of the plasma membrane was the most significantly affected CM pathway, again suggesting a close relationship between HA levels and ECM components, similar to that observed in Apn-Has2 iWAT. In addition to the cytokine–receptor interaction, T cell receptor signaling pathway, hematopoietic cell lineage, and Th1 and Th2 cell differentiation pathways also play a highly significant role in KEGG pathway analysis (Figure 4G). 

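CD antigens, which are proteins of the cell surface, were taken as a list of 71 tested genes for the external side of the plasma membrane. In PH20_TG, 9 were downregulated and 0 were upregulated, with 4.68 expected by chance (one-sided Fisher's exact test, adjusted p = 0.143). The 3 with the smallest p-values were the T cell genes Cd28, Cd247 and Cd3d. No antigen passed adjustment, with 0 over the list alone and 0 over all genes tested. The CD antigens were called in PH20_TG without PH20_WT2, PH20_WT4, PH20_TG1 or PH20_TG4 (adjusted p between 3.47e-06 and 0.0117), and without PH20_WT3, a library with a high B cell score, the adjusted p-value was 1. In Has2_TG, 12 of 72 tested CD antigens were upregulated and 7 were downregulated, with 7.20 expected (exact adjusted p = 2.35e-04). The largest upregulated ones by p-value were Cd34 (log2 fold change 1.62, SE 0.30), Cd248 (2.08, SE 0.39) and Cd209c (1.03, SE 0.24). The adjusted p-value in the Has2 study was 0.0924 without Has2_WT1, 0.398 without Has2_WT2 and 0.0514 without Has2_TG1, and without Has2_WT3 (2.47e-06) or Has2_WT4 the list was called in the opposite direction. The median log2 fold change was -0.54 in the PH20 study and -0.08 in the Has2 study, and the change of the list's mean did not differ between the studies (exact permutation test over 4900 regroupings, p = 0.660). From the enrichment of this term in Apn-PH20 iWAT, the paper proposes a close relationship between HA levels and the components of the ECM.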

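Of the Reactome pathways of the T cell receptor, Translocation of ZAP-70 to Immunological synapse had 6 downregulated of 11 genes in PH20_TG (0.657 expected by chance, one-sided Fisher's exact test, adjusted p = 0.00178). Generation of second messenger molecules had 7 of 23 (exact adjusted p = 0.0217) and Phosphorylation of CD3 and TCR zeta chains had 5 of 12 (adjusted p = 0.0301), with no upregulated gene in any of these pathways. PD-1 signaling had 5 downregulated of 14 genes (exact adjusted p = 0.0632) and TCR signaling had 8 of 51 (adjusted p = 0.327). Cd247, Cd3d and the kinase Zap70 had the smallest p-values in the ZAP-70 and second messenger pathways, and Zap70 (ENSMUSG00000026117, chromosome 1 from 36761798 to 36782818) was expressed at 0.522 ± 0.590 FPKM (SD, n = 4) in PH20_TG and 5.29 ± 5.38 (SD, n = 4) in PH20_WT. The adjusted p-value of the ZAP-70 pathway ranged from 4.45e-07 to 1, with voom weights, over the alternatives, and it was above 0.05 without PH20_WT1 (0.139), PH20_WT3 (0.589), PH20_TG2 (0.107) or PH20_TG3 (0.0842). PD-1 signaling was called without PH20_WT2 (0.0226) or PH20_WT4 (0.00259). Over the alternatives, the adjusted p-value of Generation of second messenger molecules ranged from 1.13e-06 to 1. With 1 library left out, it stayed under 0.05 only without PH20_WT2 (4.41e-05) or PH20_WT4, and without PH20_WT3 it was 1. Of 48 tested cytokine receptors, 2 were upregulated and 4 were downregulated, with 3.16 expected (exact adjusted p = 0.268). Tnfrsf12a rose by 1.17 (SE 0.22) on the log2 scale, while the interleukin-2 receptor subunit Il2rb fell by 1.14 (SE 0.35) and the interleukin-18 receptor Il18r1 fell by 1.38 (SE 0.55). Adjusted over the list alone, 1 receptor passed, and over all genes tested, 0 did. Without PH20_WT2, the adjusted p-value of the list was 0.0303.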

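In the PH20 study, 807 Reactome pathways were tested against a background of 4384 genes, and 11 were enriched at an adjusted p-value under 0.05 (one-sided Fisher's exact test). Striated Muscle Contraction had the smallest adjusted p-value, 6.21e-09, with 12 downregulated of 17 genes and 1.02 expected by chance. Collagen biosynthesis and modifying enzymes had 14 upregulated and 1 downregulated of 40 genes (exact adjusted p = 8.37e-07), Collagen formation had 14 upregulated and 1 downregulated of 49 (1.51e-05), and Extracellular matrix organization had 25 upregulated and 3 downregulated of 172 (10.3 expected, 1.18e-04). Collagen degradation had 10 upregulated and 1 downregulated of 38 (exact adjusted p = 0.00107). Col5a3 (ENSMUSG00000004098, chromosome 9 from 20770050 to 20815067) had the smallest p-value among these genes, with 111 ± 6.66 FPKM (SD, n = 4) in PH20_TG and 70.7 ± 2.18 (SD, n = 4) in PH20_WT, a log2 fold change of 0.65 (SE 0.11) with an adjusted p-value of 0.506. Col15a1 rose by 0.72 (SE 0.13) and Col6a3 by 0.75 (SE 0.21) on the log2 scale. The adjusted p-value of Extracellular matrix organization ranged from 2.41e-05 to 1 over the alternatives and was 0.579 with quantile normalization, 0.618 with the skeletal muscle score as a covariate and 1 with the B cell score as a covariate. It was above 0.05 without PH20_WT2 (0.0592), PH20_WT3 (0.281), PH20_WT4 (0.172) or PH20_TG1 (1), as was that of Collagen formation without the same libraries (0.0592, 0.103, 0.145 and 1), and that of Collagen biosynthesis and modifying enzymes was 1 without PH20_TG1. Under the camera test 52 pathways were called, and under the fry test 0 were. Of the collagen list, 7 of 27 genes were upregulated and 1 was downregulated (exact adjusted p = 0.00124), and of the list of collagen enzymes, 7 of 23 were upregulated (adjusted p = 0.00203), among them Plod1, Plod2 and Serpinh1. The adjusted p-value of the collagens was 0.130 without PH20_WT3, 0.374 without PH20_WT4 and 0.550 without PH20_TG1, and that of the enzymes 0.310 without PH20_WT2, 0.0812 without PH20_WT3 and 0.610 without PH20_TG1. Adjusted over the list alone, 2 collagens and 0 enzymes passed, and over all genes tested, 0 of either did. Cytokine Signaling in Immune system had 2 upregulated and 10 downregulated of 192 genes, with 11.5 expected (exact adjusted p = 1).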

Cytokine signaling has an important role in the immune system, and extracellular matrix organization and collagen-related pathways are again the most significant pathways in the Reactome enrichment analysis (Figure 4H). 

Principal component analysis (PCA) of the gene expression values (FPKM) of all samples showed a clear separation between Has2 WT mice and Has2 TG mice, except for Has2_WT4 (Figure 4I). However, samples in the PH20 study were dispersed and the samples within groups did not gather together (Figure 4I), suggesting a high degree of variability or heterogeneity within the group and little difference between the groups. 

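Principal components were computed on log2(FPKM + 1) of the 27976 genes with a read in any library, centred and not scaled, since the paper's text does not state the scaling. The first component held 23.1% and the second 14.2% of the variance. The Has2_TG libraries lay between -18.9 and -10.7 on the first component, while Has2_WT1 lay at 67.6, Has2_WT2 at 25.7, Has2_WT3 at -27.9 and Has2_WT4 at -23.9. On the second component, the Has2_TG libraries lay between 0.74 and 44.4, and the Has2_WT libraries between -32.1 and -1.81, with Has2_WT4 the nearest to Has2_TG. The mean Euclidean distance over all genes was 84.6 within Has2_TG, 96.2 within Has2_WT and 96.0 between the groups. Libraries of different groups were thus no farther apart than libraries of Has2_WT. The difference between the groups took 20.3% of the squared distance, and 2 of the 35 ways to split the 8 libraries into groups of 4 gave a share as large (exact permutation test, p = 0.0571). Over the alternatives the share ranged from 14.6% on FPKM without logarithm to 23.9% on the 1000 genes with the largest variance. Without Has2_WT4 it was 26.8%.

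**Figure D1:**
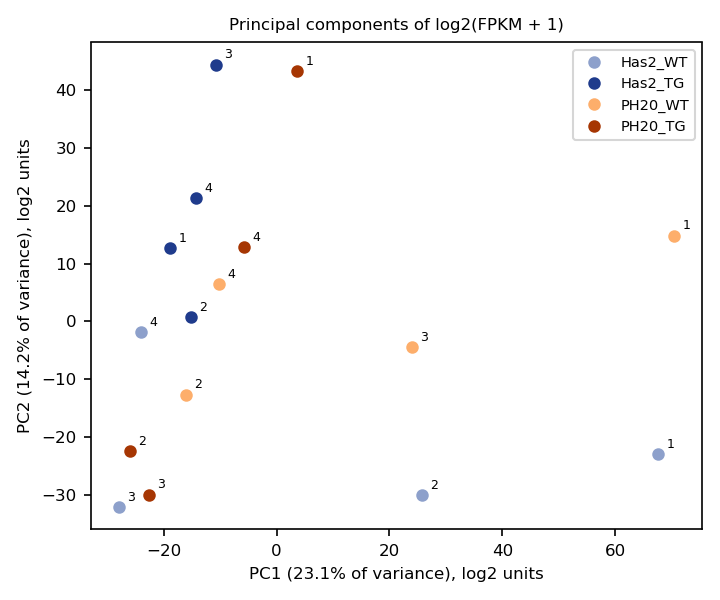
The 16 iWAT libraries on the first and second principal components of log2(FPKM + 1), with the share of variance in percent, coloured by group. Has2_WT1 and PH20_WT1 lie farthest to the right, at 67.6 and 70.4 on the first component.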

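On the first component, PH20_WT1 lay at 70.4 and PH20_WT3 at 24.0, while the other 6 libraries of the PH20 study lay between -26.0 and 3.66. On the second component, PH20_TG1 lay at 43.4 and PH20_TG4 at 12.9, and PH20_TG2 and PH20_TG3 at -22.4 and -30.0. The mean Euclidean distance over all genes was 80.4 within PH20_TG, 89.2 within PH20_WT and 88.1 between the groups, so libraries of different groups were no farther apart than libraries of PH20_WT. The difference between the groups took 17.9% of the squared distance, and 6 of the 35 splits gave a share as large (exact permutation test, p = 0.171). The share ranged from 10.6% to 22.2% over the alternatives, from FPKM without logarithm to the 1000 genes with the largest variance.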

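Over the 12297 genes tested in both studies, 1224 were changed in Has2_TG and 797 in PH20_TG at an unadjusted p-value under 0.05. Of these, 46 changed in the same direction in both, 22 upward and 24 downward, and 22 changed in opposite directions. In opposite directions, 9 genes were upregulated in Has2_TG and downregulated in PH20_TG, among them Srd5a1, Gstm1 and Ifit2, which were chosen here after their values were seen. The other 13 were downregulated in Has2_TG and upregulated in PH20_TG, and Prdm16 (ENSMUSG00000039410, chromosome 4 from 154316125 to 154636873), a transcription factor of beige adipocytes, was among them. Prdm16 FPKM was 1.60 ± 0.596 (SD, n = 4) in Has2_TG and 2.51 ± 0.426 (SD, n = 4) in Has2_WT, and 2.73 ± 1.09 (SD, n = 4) in PH20_TG and 1.54 ± 0.334 (SD, n = 4) in PH20_WT. Its log2 fold change was -0.66 (SE 0.29, limma adjusted p = 0.486) in the Has2 study and 0.74 (SE 0.28, limma adjusted p = 0.703) in the PH20 study. With 1 library left out, Prdm16 lost its call in 6 of 8 fits of the Has2 study, all but those without Has2_WT1 or Has2_TG3, and in 5 of 8 of the PH20 study, all but those without PH20_WT2, PH20_TG1 or PH20_TG4. After adjustment, 0 of the 797 genes passed in the PH20 study, so no gene passed in both. Of the genes in Table S1 as upregulated by Has2 and downregulated by PH20, 12 of 19 were tested in both studies here, all 12 in the listed directions, and 5 passed in both. Of those as downregulated by Has2 and upregulated by PH20, 29 of 35 were tested, all 29 in the listed directions, and 11 passed in both. The paper drew Table S1 from these same libraries, so the shared directions are no independent support for these genes. Across genes, which are not independent replicates, the log2 fold changes of the studies correlated with Pearson's r = 0.251 and Spearman's rho = 0.0819. Of 2450 pairs of regroupings of the libraries, 412 gave an r at least as high, counted in the positive direction only. Without Has2_WT1, r was -0.00986.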

Although several hundred to more than one thousand genes were either upregulated or downregulated by Has2 or PH20 overexpression, the Venn diagram shows that very few genes overlap and even fewer are oppositely regulated by Has2 and PH20 overexpression (Figure 4J and Table S1).

## 4. Discussion

To circumvent the low expression of β3-AR in human adipose tissue, identifying β3-AR-independent mechanisms is the key to inducing adipose tissue beiging and enhancing thermogenesis in humans. Hunting for changes in cold-induced adipose tissue beiging that are absent in CL316,243-induced adipose tissue beiging led to the discovery of the induction of HA content in iWAT only by cold exposure. Using two doxycycline-inducible mouse models with either increased or decreased iWAT HA levels, we established that HA directly promotes the white adipose tissue beiging process.

Why does cold exposure, but not CL316,243 treatment, induce HA? Cold induces sympathetic nerves in iWAT to produce and release the neurotransmitter NE, which exerts its effects by binding to and activating β-ARs located on the surface of cells to promote iWAT beiging [38]. Given that the β3-AR agonist failed to increase iWAT HA levels, β1-AR and β2-AR are suspected to mediate the cold-induced increase in iWAT HA. Previous studies have demonstrated that β1-AR and β2-AR activate adenylyl cyclase (AC) to generate the secondary messenger cyclic adenosine monophosphate (cAMP), which subsequently activates cAMP-dependent protein kinase A (PKA) and cAMP response element-binding protein (CREB) to regulate adipogenesis gene expression [39,40,41]. Bioinformatic analysis of the pCREB-binding motif indicated the possible binding of pCREB to the *Has1* and *Has2* promoters and regulatory regions, suggesting a potential regulation of HA synthesis via β1/2-ARs.

What population of cells in the adipose tissue produces HA, and how can HA promote adipose tissue beiging? Based on our unpublished data and published single-cell RNA sequencing data, we know that APCs, but not other cell types, not even adipocytes, in adipose tissue express HA synthase genes. Only APCs can produce HA in the white adipose tissue. It is well established that APCs proliferate during cold exposure, but not during CL316,243 treatment [42], and proliferating cells produce more HA [43], contributing to more HA in the iWAT of mice after cold exposure. Increased HA likely promotes APC proliferation reciprocally, given the pro-proliferative and cytoprotective properties of HA on stem cells [44,45,46]. 

The beiging process of adipose tissue can be coarsely divided into two stages: the proliferation and determination of APCs and APC differentiation into mature beige adipocytes. A larger APC pool is expected to generate more beige adipocytes when differentiation conditions permit. However, histological analysis and UCP1 staining in our animal study could not distinguish between these two stages. A lineage-tracing study coupled with the detection of proliferation using BrdU or EdU is needed to confirm this hypothesis. Notably, a recent study demonstrated that hyaluronan removal by hyaluronidase downregulates adipocyte differentiation and lipid accumulation in 3T3-L1 cells by disrupting primary cilia dynamics [47]. Given the similar differentiation process between white and beige adipocytes, it is possible that HA also promotes beige adipogenesis by enhancing the differentiation process. 

In addition to a potential link between HA levels and APC proliferation, our RNA-sequencing analysis showed a strong link between HA metabolism and immune cell development, cytokine signaling, and chemotaxis. 

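Other lists of immune cell genes were tested in the same libraries. Of 15 tested macrophage genes, 8 were upregulated and 0 were downregulated in Has2_TG (one-sided Fisher's exact test, adjusted p = 1.66e-04), and 0 of 15 were changed in PH20_TG (adjusted p = 1). The latter adjusted p-value was 9.56e-07 without PH20_TG1, whose macrophage mean of 5.75 was the highest of the 16 libraries. The mean log2 FPKM of the macrophage list was 4.42 ± 0.162 (SD, n = 4) in Has2_TG and 3.74 ± 0.417 (SD, n = 4) in Has2_WT (exact permutation test, p = 0.0286, the smallest possible, and 0.143 after adjustment over 20 lists). C1qb (ENSMUSG00000036905), a complement component made by macrophages, was expressed at 151 ± 23.7 FPKM (SD, n = 4) in Has2_TG and 76.5 ± 19.7 (SD, n = 4) in Has2_WT, a log2 fold change of 1.00 (SE 0.20). Adjusted over the list alone, 4 macrophage genes passed in Has2_TG, and over all genes tested, 0 did. The adjusted p-value of the macrophage list in Has2_TG was 0.0652 without Has2_WT2, 0.0803 without Has2_WT3 and 0.686 when all 16 libraries were fitted together. In Has2_TG, 6 of 17 B cell genes (exact adjusted p = 0.0116) and 5 of 22 T cell genes (adjusted p = 0.0954) were downregulated and 0 were upregulated, and both adjusted p-values were 1 without Has2_WT1 and without Has2_WT2. Without Has2_WT4 they were 3.17e-13 for B cells and 1.24e-11 for T cells and without Has2_TG3 0.218 and 0.0441, and without Has2_WT3 the T cell list had 1.25e-05. The B cell list was also not called without Has2_TG1 (0.723), Has2_TG2 (0.667) or Has2_TG4 (0.495). Its call thus changed in 6 of 8 fits with 1 library left out, and it stayed the same with 6 of 14 alternatives. Of the genes of type 2 inflammation, 3 were tested in the Has2 study, where Il33 was upregulated (log2 fold change 1.20, SE 0.27; adjusted p of the list 0.387, and 0.0470 without Has2_WT3 and 0.0324 without Has2_TG4 by the exact test), and 2 in the PH20 study, where 0 were changed. The difference between the studies in the change of the macrophage mean was 1.01 on the log2 scale (exact permutation test over 4900 regroupings, p = 0.136, adjusted p = 0.718). Tested gene by gene for this difference, 5 of the 15 macrophage genes were called, all in the direction of a larger rise in Has2_TG, with 1.16 expected by chance (one-sided Fisher's exact test, adjusted p = 0.0280). Between the control groups, 4 of the 15 genes were called, all lower in Has2_WT than in PH20_WT (exact adjusted p = 0.301). Their list had a median log2 difference of -0.79, so a difference between the sets of control mice stays open beside one between the transgenes.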

Innate type 2 inflammation in adipose tissue promotes beiging and insulin sensitivity. Eosinophils, M2-like macrophages, and innate lymphoid type 2 cells coordinate this beiging process in adipose tissue via interleukin-33 and other interleukins [48]. HA-mediated changes in inflammation may also contribute to the control of the adipocyte beiging process.

Sex and age affect HA levels in iWAT. The female hormone estrogen is known to promote HA production in mouse skin via its receptors [49,50], and if it exerts a similar effect on APC in iWAT to promote iWAT beiging needs to be studied. On the other hand, aging is associated with a decline in the beiging potential of iWAT, and if a decrease in HA is responsible for this decline is another interesting research topic.

Finally, this study has several limitations. First, HA extraction and quantification were performed by different research personnel using different reagents over a period of several years. Owing to the difference in recovery rate, the average value of tissue HA level varied between experiments. Therefore, emphasis was placed on between-group comparisons within an experiment instead of comparing the values across different experiments. Second, there was poor overlap of differentially expressed genes in the Apn-*Has2* and Apn-PH20 RNA-seq studies. Possible explanations include the following: (1). *Has2* and PH20 overexpression may have a similar effect in depleting intracellular metabolites for HA synthesis. (2). Only genes that fall in the middle of the expression spectrum can be increased and suppressed by this type of analysis. (3). Thresholding in RNA-seq data analysis and intragroup variation also affect the statistical power and, thus, the list of overlapping differentially expressed genes. 

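The number of genes changed in both studies was recomputed with other settings. The number in the same direction ranged from 26, with the skeletal muscle score of each library as a covariate, to 73 over the alternatives, and the number in opposite directions from 10 to 64. When every gene with a read was tested, 40 genes changed in opposite directions. With single libraries left out, the number in opposite directions ranged from 11 without PH20_TG3 to 62 without PH20_TG1, and the number in the same direction from 22 without Has2_WT1 to 82 without Has2_WT4. A fit of all 16 libraries tested for each gene whether its change differed between the studies. Of 12593 genes, 970 had an unadjusted p-value under 0.05 for this difference and 0 had an adjusted one. The 970 became 638 without PH20_TG3 and 1344 without PH20_TG1.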

Last, a strategy of “reduction” in animal use [51] led to small sample sizes for a few experiments, potentially affecting our ability to discern statistically significant differences for certain parameters. Nevertheless, these samples provided adequate information to address the research questions.

In summary, hyaluronan levels in adipose tissue were induced by cold exposure. Elevated hyaluronan levels in adipose tissue stimulate beiging, whereas decreased hyaluronan levels suppress it. However, the exact mechanism by which HA promotes adipose tissue beiging needs further investigation.

## Figures and Tables

**Figure 1:**
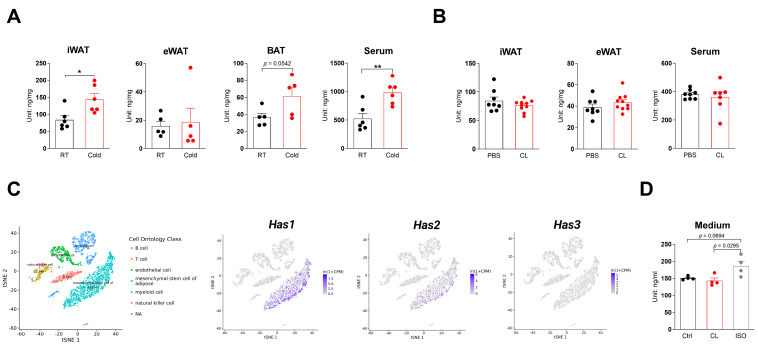
Cold, but not CL 316,243, increases iWAT HA levels. (**A**) HA contents in inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), brown adipose tissue (BAT), or serum after overnight cold exposure. Two cohorts of mice were used. iWAT and serum were collected from cohort 1, *n* = 6; eWAT and BAT were collected from cohort 2, *n* = 5. (**B**) HA contents in iWAT, eWAT, or serum from mice treated with 1 mg/kg body weight CL 316,243 treatment overnight. iWAT and eWAT were collected in one cohort of mice, with *n* = 8–10; sera were collected from a separate cohort of mice with *n* = 7–8. (**C**) Expression of *Has1*, *Has2*, and *Has3* genes in flow-sorted cells in the white adipose tissue, plotted using data from Tabula Muris database. (**D**) HA levels in cell culture medium of stromal vascular fraction cells subjected to 110 nMCL 316,243 (CL) or 500 nM isoproterenol (ISO) treatment. All data are mean ± SEM. * *p* < 0.05, ** *p* < 0.01.

**Figure 2:**
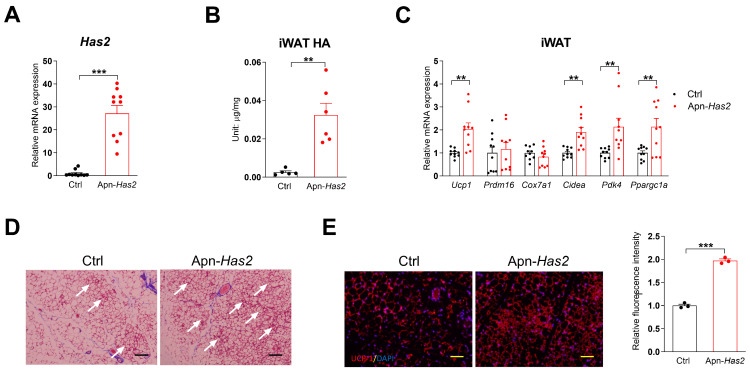
More HA enhances cold-induced iWAT beiging. (**A**) Has2 expression after 5-day Dox200 diet treatment, *n* = 10. (**B**) iWAT tissue HA levels after 5-day Dox200 diet treatment, *n* = 5–6. (**C**) Beige gene expression in iWAT harvested from mice exposed to cold and treated with Dox200 for 3 days, *n* = 10. (**D**) Representative H&E staining of iWAT from mice used in Panel (**C**), white arrows indicate the clusters of beige adipocytes. (**E**) Representative UCP-1 immunofluorescent staining of iWAT from mice used in Panel (**C**), relative fluorescence quantification of images taken from three mice is shown on the **right**. Scale bar = 100 µm. All data are mean ± SEM. ** *p* < 0.01 and *** *p* < 0.001.

**Figure 3:**
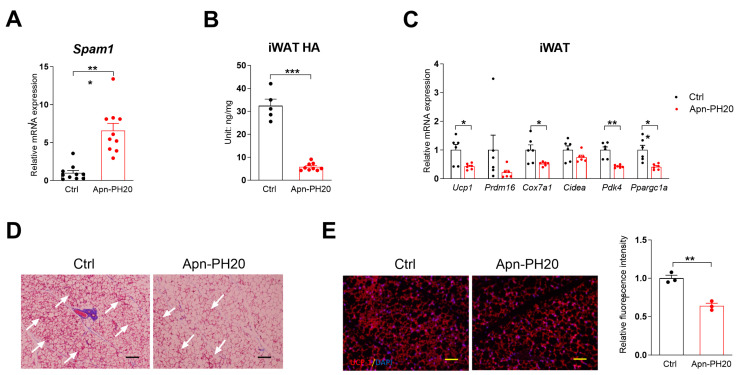
Less HA impairs cold-induced iWAT beiging. (**A**) *Spam1* expression (*n* = 10) and (**B**) iWAT tissue HA levels (*n* = 5–9) after 5-day Dox200 diet treatment. (**C**) Beige gene expression in iWAT harvested from mice exposed to cold and treated with a Dox200 diet for 3 days (*n* = 6). (**D**) Representative H&E staining of iWAT from mice used in Panel (**C**), white arrows indicate the clusters of beige adipocytes. (**E**) Representative UCP-1 immunofluorescent image of iWAT from mice used in Panel (**C**), relative fluorescence quantification of images taken from three mice is shown on the **right**. Scale bar = 100 µm. All data are mean ± SEM. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 4:**
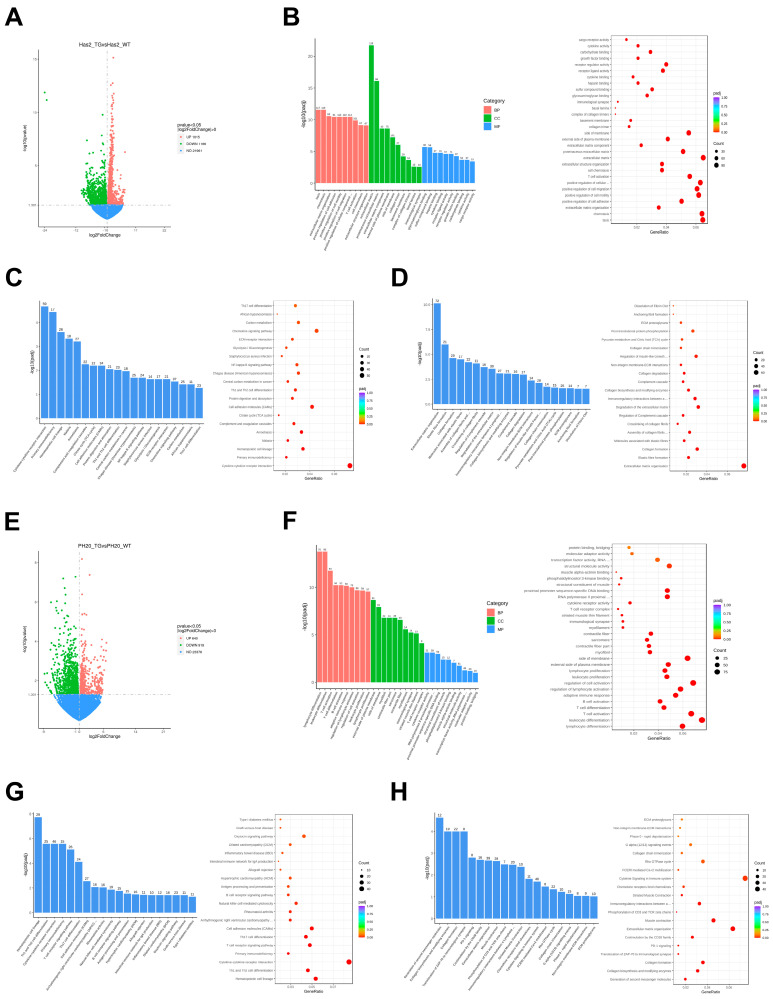

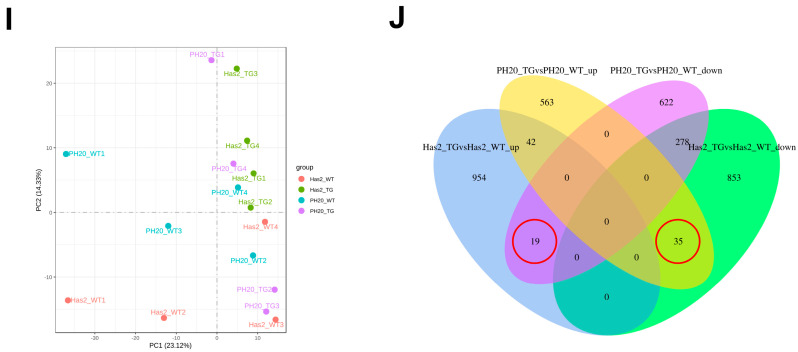
HA reprograms gene expression in iWAT. Panels (**A**–**D**): Apn-*Has2* TG mice and the control mice on a 5-day Dox 200 diet: (**A**) Differential gene volcano map. (**B**) Gene ontology (GO) enrichment analysis histogram (**left panel**) and plot of the top 30 terms (**right panel**). (**C**) KEGG enrichment results (**left panel**) and the most significant 20 KEGG pathways (**right panel**). (**D**) Reactome enrichment analysis (**left panel**) and plot of the top 20 terms (**right panel**). Panels (**E**–**H**): ApnPH20 TG mice and the control mice on a 5-day Dox 200 diet: (**E**) Differential gene volcano map. (**F**) GO enrichment analysis histogram (**left panel**) and plot of the top 30 terms (**right panel**). (**G**) KEGG enrichment results (**left panel**) and the most significant 20 KEGG pathways (**right panel**). (**H**) Reactome enrichment analysis (**left panel**) and plot of the top 20 terms (**right panel**). (**I**) Principal component analysis. (**J**) Differential expression of genes in *Has2* TG and PH20 TG animals. Changes in expression (up or down) were calculated based on the expression level of the genes comparing *Has2* overexpression (Has2 TG) or PH20 overexpression (PH20 TG) over respective AdipoqrtTA control mice.

**Table 1:** List of primers used in the paper.

Name of the Gene	Name of the Primer	Sequence (5′ to 3′)
*H* *as2*	forward	TGTGAGAGGTTTCTATGTGTCCT
	reverse	ACCGTACAGTCCAAATGAGAAGT
*Ucp1*	forward	ACTGCCACACCTCCAGTCATT
	reverse	CTTTGCCTCACTCAGGATTGG
*Prdm16*	forward	AAGATGGAAATCGGGGAGAG
	reverse	TCTGCTTTTTGATGCAGCTC
*Cox7a1*	forward	CAGCGTCATGGTCAGTCTGT
	reverse	AGAAAACCGTGTGGCAGAGA
*Cidea*	forward	TGCTCTTCTGTATCGCCCAGT
	reverse	GCCGTGTTAAGGAATCTGCTG
*Pdk4*	forward	GCCGTGTTAAGGAATCTGCTG
	reverse	TCTACAAACTCTGACAGGGCTTT
*Ppargc1a*	forward	AGCCGTGACCACTGACAACGAG
	reverse	GCTGCATGGTTCTGAGTGCTAAG
*Spam1*	forward	CCAGACGACAAATTGGGCTTA
	reverse	TCCTGGATTAGTTGATTGGACCA
*Rps16*	forward	GATTTGCTGGTGTGGATATT
	reverse	TCTTTGATCTCCTTCTTGGA

## Data Availability

The gene expression data generated from RNA-seq analysis were deposited in the Gene Expression Omnibus (GEO) database under accession number GSE268781. All other data supporting the findings of this study are available upon reasonable request. The mouse models are available from the corresponding author upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13151233/s1, Figure S1: Serum and iWAT HA levels in male vs. female and young vs. old mice.

## References

[1] Wang Q.A., Tao C., Gupta R.K., Scherer P.E. (2013). Tracking adipogenesis during white adipose tissue development, expansion and regeneration. Nat. Med..

[2] Petrovic N., Walden T.B., Shabalina I.G., Timmons J.A., Cannon B., Nedergaard J. (2010). Chronic peroxisome proliferator-activated receptor gamma (PPARgamma) activation of epididymally derived white adipocyte cultures reveals a population of thermogenically competent, UCP1-containing adipocytes molecularly distinct from classic brown adipocytes. J. Biol. Chem..

[3] Wu J., Bostrom P., Sparks L.M., Ye L., Choi J.H., Giang A.H., Khandekar M., Virtanen K.A., Nuutila P., Schaart G. (2012). Beige adipocytes are a distinct type of thermogenic fat cell in mouse and human. Cell.

[4] Pollard A.E., Carling D. (2020). Thermogenic adipocytes: Lineage, function and therapeutic potential. Biochem. J..

[5] Wang C.H., Wei Y.H. (2021). Therapeutic Perspectives of Thermogenic Adipocytes in Obesity and Related Complications. Int. J. Mol. Sci..

[6] Lizcano F. (2019). The Beige Adipocyte as a Therapy for Metabolic Diseases. Int. J. Mol. Sci..

[7] Cypess A.M., Lehman S., Williams G., Tal I., Rodman D., Goldfine A.B., Kuo F.C., Palmer E.L., Tseng Y.H., Doria A. (2009). Identification and importance of brown adipose tissue in adult humans. N. Engl. J. Med..

[8] van Marken Lichtenbelt W.D., Vanhommerig J.W., Smulders N.M., Drossaerts J.M., Kemerink G.J., Bouvy N.D., Schrauwen P., Teule G.J. (2009). Cold-activated brown adipose tissue in healthy men. N. Engl. J. Med..

[9] Virtanen K.A., Lidell M.E., Orava J., Heglind M., Westergren R., Niemi T., Taittonen M., Laine J., Savisto N.J., Enerback S. (2009). Functional brown adipose tissue in healthy adults. N. Engl. J. Med..

[10] Sidossis L.S., Porter C., Saraf M.K., Borsheim E., Radhakrishnan R.S., Chao T., Ali A., Chondronikola M., Mlcak R., Finnerty C.C. (2015). Browning of Subcutaneous White Adipose Tissue in Humans after Severe Adrenergic Stress. Cell Metab..

[11] Baskin A.S., Linderman J.D., Brychta R.J., McGehee S., Anflick-Chames E., Cero C., Johnson J.W., O’Mara A.E., Fletcher L.A., Leitner B.P. (2018). Regulation of Human Adipose Tissue Activation, Gallbladder Size, and Bile Acid Metabolism by a beta3-Adrenergic Receptor Agonist. Diabetes.

[12] Cypess A.M., Weiner L.S., Roberts-Toler C., Franquet Elia E., Kessler S.H., Kahn P.A., English J., Chatman K., Trauger S.A., Doria A. (2015). Activation of human brown adipose tissue by a beta3-adrenergic receptor agonist. Cell Metab..

[13] O’Mara A.E., Johnson J.W., Linderman J.D., Brychta R.J., McGehee S., Fletcher L.A., Fink Y.A., Kapuria D., Cassimatis T.M., Kelsey N. (2020). Chronic mirabegron treatment increases human brown fat, HDL cholesterol, and insulin sensitivity. J. Clin. Investig..

[14] Sharp L.Z., Shinoda K., Ohno H., Scheel D.W., Tomoda E., Ruiz L., Hu H., Wang L., Pavlova Z., Gilsanz V. (2012). Human BAT possesses molecular signatures that resemble beige/brite cells. PLoS ONE.

[15] Jiang Y., Berry D.C., Graff J.M. (2017). Distinct cellular and molecular mechanisms for beta3 adrenergic receptor-induced beige adipocyte formation. Elife.

[16] Shao M., Wang Q.A., Song A., Vishvanath L., Busbuso N.C., Scherer P.E., Gupta R.K. (2019). Cellular Origins of Beige Fat Cells Revisited. Diabetes.

[17] Arch J.R. (2008). The discovery of drugs for obesity, the metabolic effects of leptin and variable receptor pharmacology: Perspectives from beta3-adrenoceptor agonists. Naunyn Schmiedebergs Arch. Pharmacol..

[18] Michel M.C., Ochodnicky P., Summers R.J. (2010). Tissue functions mediated by beta(3)-adrenoceptors-findings and challenges. Naunyn Schmiedebergs Arch. Pharmacol..

[19] Schena G., Caplan M.J. (2019). Everything You Always Wanted to Know about beta3-AR * (* But Were Afraid to Ask). Cells.

[20] Riis-Vestergaard M.J., Richelsen B., Bruun J.M., Li W., Hansen J.B., Pedersen S.B. (2020). Beta-1 and Not Beta-3 Adrenergic Receptors May Be the Primary Regulator of Human Brown Adipocyte Metabolism. J. Clin. Endocrinol. Metab..

[21] Evans B.A., Merlin J., Bengtsson T., Hutchinson D.S. (2019). Adrenoceptors in white, brown, and brite adipocytes. Br. J. Pharmacol..

[22] Li Y., Ping X., Zhang Y., Li G., Zhang T., Chen G., Ma X., Wang D., Xu L. (2021). Comparative Transcriptome Profiling of Cold Exposure and beta3-AR Agonist CL316,243-Induced Browning of White Fat. Front. Physiol..

[23] Mo X., Liu E., Huang Y. (2019). The intra-brain distribution of brain targeting delivery systems. Brain Targeted Drug Delivery System.

[24] Frantz C., Stewart K.M., Weaver V.M. (2010). The extracellular matrix at a glance. J. Cell Sci..

[25] Zhu Y., Crewe C., Scherer P.E. (2016). Hyaluronan in adipose tissue: Beyond dermal filler and therapeutic carrier. Sci. Transl. Med..

[26] Zhu Y., Kruglikov I.L., Akgul Y., Scherer P.E. (2018). Hyaluronan in adipogenesis, adipose tissue physiology and systemic metabolism. Matrix Biol..

[27] Laurent T.C., Laurent U.B., Fraser J.R. (1996). The structure and function of hyaluronan: An overview. Immunol. Cell Biol..

[28] Fraser J.R., Laurent T.C., Laurent U.B. (1997). Hyaluronan: Its nature, distribution, functions and turnover. J. Intern. Med..

[29] Zhu Y., Li N., Huang M., Bartels M., Dogne S., Zhao S., Chen X., Crewe C., Straub L., Vishvanath L. (2021). Adipose tissue hyaluronan production improves systemic glucose homeostasis and primes adipocytes for CL 316,243-stimulated lipolysis. Nat. Commun..

[30] Zhu Y., Zhao S., Deng Y., Gordillo R., Ghaben A.L., Shao M., Zhang F., Xu P., Li Y., Cao H. (2017). Hepatic GALE Regulates Whole-Body Glucose Homeostasis by Modulating Tff3 Expression. Diabetes.

[31] Wang X., Spandidos A., Wang H., Seed B. (2012). PrimerBank: A PCR primer database for quantitative gene expression analysis, 2012 update. Nucleic Acids Res.

[32] Tian X., Azpurua J., Hine C., Vaidya A., Myakishev-Rempel M., Ablaeva J., Mao Z., Nevo E., Gorbunova V., Seluanov A. (2013). High-molecular-mass hyaluronan mediates the cancer resistance of the naked mole rat. Nature.

[33] Danysz W., Jinlai K., Li F. (2019). Duration of a “Brown-Like” Phenotype of White Adipose Tissue Induced by the beta3 Agonist CL-316,243. Drug Res..

[34] Reitinger S., Laschober G.T., Fehrer C., Greiderer B., Lepperdinger G. (2007). Mouse testicular hyaluronidase-like proteins SPAM1 and HYAL5 but not HYALP1 degrade hyaluronan. Biochem. J..

[35] Solis M.A., Chen Y.H., Wong T.Y., Bittencourt V.Z., Lin Y.C., Huang L.L. (2012). Hyaluronan regulates cell behavior: A potential niche matrix for stem cells. Biochem. Res. Int..

[36] Evanko S.P., Potter-Perigo S., Petty L.J., Workman G.A., Wight T.N. (2015). Hyaluronan Controls the Deposition of Fibronectin and Collagen and Modulates TGF-beta1 Induction of Lung Myofibroblasts. Matrix Biol..

[37] Dovedytis M., Liu Z.J., Bartlett S. (2020). Hyaluronic acid and its biomedical applications: A review. Eng. Regen..

[38] Blaszkiewicz M., Willows J.W., Johnson C.P., Townsend K.L. (2019). The Importance of Peripheral Nerves in Adipose Tissue for the Regulation of Energy Balance. Biology.

[39] Delghandi M.P., Johannessen M., Moens U. (2005). The cAMP signalling pathway activates CREB through PKA, p38 and MSK1 in NIH 3T3 cells. Cell. Signal..

[40] Carlezon W.A., Duman R.S., Nestler E.J. (2005). The many faces of CREB. Trends Neurosci..

[41] Herzig S., Long F., Jhala U.S., Hedrick S., Quinn R., Bauer A., Rudolph D., Schutz G., Yoon C., Puigserver P. (2001). CREB regulates hepatic gluconeogenesis through the coactivator PGC-1. Nature.

[42] Oguri Y., Shinoda K., Kim H., Alba D.L., Bolus W.R., Wang Q., Brown Z., Pradhan R.N., Tajima K., Yoneshiro T. (2020). CD81 Controls Beige Fat Progenitor Cell Growth and Energy Balance via FAK Signaling. Cell.

[43] Asselman M., Verhulst A., Van Ballegooijen E.S., Bangma C.H., Verkoelen C.F., De Broe M.E. (2005). Hyaluronan is apically secreted and expressed by proliferating or regenerating renal tubular cells. Kidney Int..

[44] Chen P.Y., Huang L.L., Hsieh H.J. (2007). Hyaluronan preserves the proliferation and differentiation potentials of long-term cultured murine adipose-derived stromal cells. Biochem. Biophys. Res. Commun..

[45] Zhao N., Wang X., Qin L., Guo Z., Li D. (2015). Effect of molecular weight and concentration of hyaluronan on cell proliferation and osteogenic differentiation in vitro. Biochem. Biophys. Res. Commun..

[46] Luo Y., Liang F., Wan X., Liu S., Fu L., Mo J., Meng X., Mo Z. (2022). Hyaluronic Acid Facilitates Angiogenesis of Endothelial Colony Forming Cell Combining with Mesenchymal Stem Cell via CD44/MicroRNA-139-5p Pathway. Front. Bioeng. Biotechnol..

[47] Drygalski K., Higos R., Merabtene F., Mojsak P., Grubczak K., Ciborowski M., Razak H., Clement K., Dugail I. (2024). Extracellular matrix hyaluronan modulates fat cell differentiation and primary cilia dynamics. Biochim. Biophys. Acta Mol. Cell Biol. Lipids.

[48] Bolus W.R., Hasty A.H. (2019). Contributions of innate type 2 inflammation to adipose function. J. Lipid Res..

[49] Uzuka M., Nakajima K., Ohta S., Mori Y. (1981). Induction of hyaluronic acid synthetase by estrogen in the mouse skin. Biochim. Biophys. Acta.

[50] Uzuka M., Nakajima K., Ohta S., Mori Y. (1980). The mechanism of estrogen-induced increase in hyaluronic acid biosynthesis, with special reference to estrogen receptor in the mouse skin. Biochim. Biophys. Acta.

[51] Institute of Laboratory Animal Resources (US) (2011). Guide for the Care and Use of Laboratory Animals.

# Supplementary material for: Hyaluronan Mediates Cold-Induced Adipose Tissue Beiging
**Source:** Cells. 2024 Jul 23;13(15):1233. doi: 10.3390/cells13151233
**Supplement:** Supplementary file 1

## Supplementary figures

S1

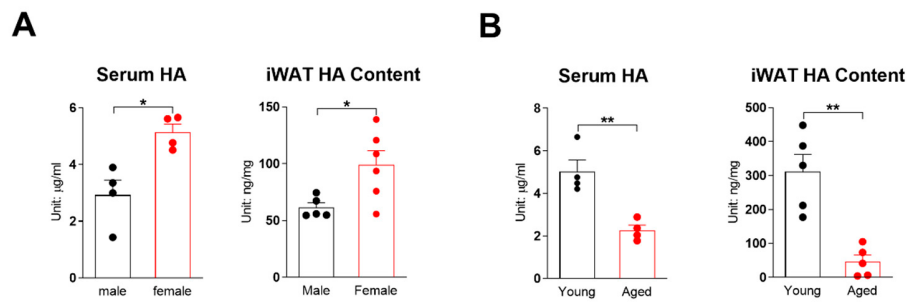

**Supplementary Figure S1. Serum and iWAT HA levels in male vs female and young vs old mice.** Serum HA concentration and iWAT HA content in (A) male or female mice at the age of 20 weeks, and (B) in young (10 weeks) or old (75 weeks) male mice;  $n = 4 - 6$ . All data are mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

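The values behind the passages are bulk RNA sequencing of inguinal white adipose tissue from 16 male mice, 4 each of Has2_TG, Has2_WT, PH20_TG and PH20_WT, after 5 days on chow with 200 mg/kg doxycycline. The authors aligned the reads to GRCm38 with STAR, counted reads per gene with STAR, excluded genes with an average read count below 50 and tested them with DESeq2, and they deposited FPKM per gene and library together with each gene's length. The deposited FPKM values cover 54532 genes and carry the authors' scaling between libraries, since the library total behind each FPKM differs from the sum of the reads by a factor of 0.886 to 1.14. FPKM multiplied by gene length and the library total gave whole reads in 100% of the values. Of the gene identifiers, 54495 are in GENCODE mouse release 21, and 98.33% of these have the same start and end there.

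Reads on genes ranged from 14421692 to 26751729 per library (median 18452544.5). A gene without a read in a library may have had up to 3 reads there by chance, and a fold change against a group at or under 3 reads in every library is given as a lower bound. The 120 pairs of libraries were checked for duplicates over 12593 genes, and the smallest chi-square per degree of freedom was 28.7, against a median of 106.

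Each study was tested on its own 8 libraries with limma (version 3.58.1, R version 4.3.3) on log2(FPKM + 0.1), with the moderated two-sided test and a trend of the variance on expression, for genes with a mean of at least 50 reads. DESeq2 was not used here. A gene was counted as changed at an unadjusted p-value under 0.05, the paper's threshold, and counts after Benjamini-Hochberg adjustment are given beside these. The limma tests used 4 libraries per group. Differences between groups in a value per library were tested by exact permutation over the 35 splits of 8 libraries, with 0.0286 as the smallest possible p-value. A fit of all 16 libraries tested the difference between the studies and compared the control groups.

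The procedure was tested on simulated data with 4 libraries per group. Of genes raised 2-fold, 97.5% were recovered at the unadjusted and 63.1% at the adjusted threshold, and 4.83% of unchanged genes passed the unadjusted one. Of genes raised 4-fold, 100% were recovered at both. With the genes of Extracellular matrix organization raised, that pathway came first and 31 of 809 pathways were called, and with no gene changed, 0 of 808 were. The simulated genes varied independently of each other with a common spread. The simulation therefore cannot show how often pathways of correlated genes are called by chance. Splits of the real libraries called up to 70 pathways in the Has2 study and up to 50 in the PH20 study.

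Enrichment was tested with a one-sided Fisher's exact test on the changed genes in the mouse Reactome pathways of fgsea (version 1.28.0) with 10 to 500 tested members, adjusted over pathways. Of its 7111 gene numbers, 6855 were matched to genes of the table. Gene ontology and KEGG terms were not tested. In their place, 20 lists of genes written before the data were examined were tested the same way: skeletal muscle, B cell, T cell, lymph node stroma, macrophage, type 2 inflammation, adipocyte, beige adipocyte, adipocyte progenitor, proliferation, hyaluronan, sex check, collagens, collagen enzymes, other ECM proteins, chemokines and receptors, growth factor binding, cytokine receptors, CD antigens and ribosomal proteins. Another 5 lists were written after the first results were seen: interstitial progenitor, committed progenitor, endothelial, immediate early and smooth muscle. The camera test (preset correlation 0.01) and the fry test of limma checked the direction of each set. The score of a list is the mean log2(FPKM + 0.1) of its tested genes in a library. Principal components were computed on log2(FPKM + 1), centred and not scaled.

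The genes named are those the paper names, the 5 with the largest change in each direction and study among genes past the threshold whose groups do not overlap, and the 3 with the smallest p-value in each list or pathway reported. The alternatives were a pseudocount of 1, no minimum of reads, a mean FPKM of at least 1, a mean of at least 50 reads over all 16 libraries, median-of-ratios scaling, quantile normalization, voom weights, all 16 libraries in one fit, the replicate number as a block, no variance trend, the skeletal muscle score or the B cell score as a covariate, camera and fry, each library left out in turn, and for the principal components unit variance, a pseudocount of 0.1, the 1000 most variable genes and FPKM without logarithm. Voom weights with no minimum of reads, and the lymph node stroma score as a covariate, were added after the data were seen. The cold exposure, qPCR, histology and hyaluronan measurements of the paper were not analysed here.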

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

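The tests of interstitial progenitors and of Has1 were chosen after the first results were seen, and the comparison of Has1 with the immediate early genes after that result itself was seen. Of 188 values checked for a library far from the other 3 of its group, 8 stood out, where chance gives 9.4. The ratio of the gap to the group's range was 0.893 for the sex check score in Has2_WT1, 0.885 for the collagen enzyme score in Has2_WT4, 0.933 for Ppargc1a in Has2_WT1, 0.889 for Tnfrsf18 in Has2_WT3, 0.854 for the lymph node stroma score in Has2_TG1, 1 for Apol7e in Has2_TG2, 0.850 for Dusp2 in Has2_TG1 and 0.850 for Cox6a2 in PH20_WT2. The number is no more than chance gives, and Apol7e and Dusp2 are near 0 reads in these groups. No biological explanation was tested for them. Has2_WT4 had a collagen enzyme score of 3.47, above the 3.46 of Has2_TG1, and is the library that the paper sets apart in its principal components.

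The change of Prdm16 differed between the studies by -1.40 on the log2 scale (limma adjusted p = 0.567 over all genes and 0.0272 over the 8 genes of the paper tested). It was lower in Has2_TG and higher in PH20_TG, with overlap between the groups in both studies. Its change in Has2_TG ranged from -0.82 to -0.45 over the alternatives, and in PH20_TG from 0.36 to 0.84. The control groups differ by 0.67 in the same gene (limma adjusted p = 0.449, and under 0.05 unadjusted), so a difference between the 2 sets of control mice stays open beside one between the transgenes.

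The score of the interstitial progenitor list was higher in Has2_TG by 1.39 (exact permutation test, p = 0.0286, the smallest possible), with 10 of 13 genes upregulated and each Has2_TG library above each Has2_WT library. The paper does not report it. Of the 13 genes, 1 is in Extracellular matrix organization and 3 are in the lists written earlier. The authors' scaling, lymph node tissue and skeletal muscle are weighed for the matrix genes under the other observations. A lower share of adipocytes would raise the other cell types alike, but the interstitial score rose by 1.69 more than the smooth muscle score (exact permutation test, p = 0.0286). A larger share of interstitial progenitors is a candidate explanation, and a higher expression of these genes in the same cells stays open.

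Has1 had 220 reads in PH20_TG1 and 133 in PH20_TG4, above the 59 of the highest PH20_WT library, while PH20_TG2 and PH20_TG3 had 20 and 3. Has2 was high in the same libraries, with 241 and 197 reads. A swap with Has2_TG libraries is argued against, since the highest Has1 count there was 44. Interstitial progenitors in these libraries may be a source, as their interstitial scores were 3.16 and 3.30, the highest of the group; Has2_TG3, with a score of 3.20, had 44 Has1 reads, so the score alone does not set the level. The handling of the tissue may also contribute, as the 2 libraries had the highest immediate early scores of the 16, 3.84 and 4.11. These explanations stay open together, and an effect of the transgene in only some mice was not tested. PH20_TG1 had no Spam1 read, as in the libraries of the other groups, so Spam1 does not show the genotype of that library. It was kept in PH20_TG by its label.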

How the results depend on the processing

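The alternatives here were set before the data were examined, except voom weights with no minimum of reads and the lymph node stroma score as a covariate. Median-of-ratios scaling changed none of 134 results, because the deposited values already carry nearly that scaling, so it says nothing about stability. Extracellular matrix organization in Has2_TG stayed under an adjusted p-value of 0.05 with 13 of 14 alternatives, the list of other matrix proteins with 13 of 14, the collagen enzymes with 13 of 14 and the collagens with 12 of 14. All alternatives but camera and fry use Fisher's exact test, which treats genes as independent. Their number therefore does not measure support across mice. The fry test left none of these sets under 0.05. The exact permutation test of the list mean gave p = 0.0857 for the collagens and for the other matrix proteins. In Has2_TG, the number of upregulated genes at an unadjusted p-value under 0.05 ranged from 712 to 864 over the alternatives set beforehand that kept all libraries, and from 619 without Has2_TG3 to 880 without Has2_WT4. The cause of a change was not tested except where a setting's construction gives it.

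With a pseudocount of 1, 26 genes were upregulated in Has2_TG after adjustment, the adjusted p-values were 0.0535 for growth factor binding in Has2_TG and 0.341 for Generation of second messenger molecules in PH20_TG, and 2 genes differed between the control groups. With no minimum of reads, 800 genes were downregulated in Has2_TG, 0 were upregulated after adjustment (864 unadjusted), 14 pathways were called, Collagen biosynthesis and modifying enzymes had 0.112, 736 genes were upregulated in PH20_TG and 40 changed in opposite directions; this setting tests more genes. With a mean FPKM of at least 1, 0 genes were upregulated in Has2_TG after adjustment and growth factor binding had 0.0994. With at least 50 reads over all 16 libraries, growth factor binding had 0.0539, and the Has2 groups took 23.4% of the squared distance, past the threshold. Quantile normalization gave 0 upregulated genes in Has2_TG after adjustment, 0.0524 for growth factor binding, 3 pathways in PH20_TG, 0.579 for Extracellular matrix organization there, 0.261 for Collagen biosynthesis and modifying enzymes and 0.0583 for Generation of second messenger molecules. Voom weights gave 48 upregulated and 3 downregulated genes in Has2_TG after adjustment, 7 pathways in PH20_TG, and 1 for Generation of second messenger molecules, 1 for B cells and 1 for T cells there. With all 16 libraries in one fit, 0 genes were upregulated in Has2_TG after adjustment, 13 pathways were called there and 21 in PH20_TG, and the adjusted p-values were 0.368 for chemokines in Has2_TG and, in PH20_TG, 1 for Generation of second messenger molecules and 0.294 for T cells. Without a variance trend, 0 genes were upregulated in Has2_TG after adjustment.

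The labels do not say whether libraries of the same number are paired. Changes correlated between libraries of the same number by -0.00909 on average in the Has2 study, against 0.00511 for other pairs. In the PH20 study the average was 0.175, against -0.0566 for other pairs. The PH20 values were 0.345, 0.418, -0.028 and -0.036 for numbers 1 to 4, so a pairing of some of these libraries stays open. With the replicate block, 0 genes were upregulated in Has2_TG after adjustment. The cytokine receptors there had 0.00119, with more of their called genes lower than higher. In PH20_TG, 633 and 669 genes were up- and downregulated with 28 pathways, the chemokines had 0.00667 and the ribosomal proteins were called. Across the studies, 73 genes changed in the same and 64 in opposite directions, and 1 gene differed between the control groups.

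With the skeletal muscle score as a covariate, 49 genes were upregulated and 4 downregulated in Has2_TG after adjustment. In PH20_TG, 202 and 116 genes were up- and downregulated, 0 pathways were called, the adjusted p-values were 0.618 for Extracellular matrix organization, 0.618 for Collagen biosynthesis and modifying enzymes, 1 for Generation of second messenger molecules, 0.272 for B cells and 0.174 for T cells, and the log2 fold changes turned to 0.95 for Cox7a1, 0.56 for Cidea, 0.15 for Pdk4 and 0.20 for Myh4; the last follows from the score, which is the mean of Myh4 and other muscle genes, and says nothing about their source. It gave 26 genes in the same and 10 in opposite directions, and 1 between the control groups. With the B cell score as a covariate, 1 gene was upregulated in Has2_TG after adjustment, and the adjusted p-values there were 0.719 for Collagen biosynthesis and modifying enzymes, 0.196 for collagens and 0.283 for growth factor binding. In PH20_TG, 2 pathways were called, with 1 for Extracellular matrix organization, 1 for Collagen biosynthesis and modifying enzymes, 1 for Generation of second messenger molecules and 0.0817 for B cells, whose genes make up the score. The log2 fold changes turned to -0.038 for Ppargc1a in Has2_TG, and -0.54 for Ucp1 and -0.18 for Ppargc1a in PH20_TG; 28 genes changed in the same direction and 3 differed between the control groups. With the lymph node stroma score as a covariate, chosen after seeing the data, the adjusted p-values in PH20_TG were 0.0747 for B cells and 0.0540 for T cells.

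With voom weights and no minimum of reads, chosen after seeing the data, 1036 genes were downregulated in Has2_TG, 68 and 11 were up- and downregulated there after adjustment (935 upregulated unadjusted), 878 and 658 were up- and downregulated in PH20_TG, 97 genes changed in the same and 65 in opposite directions, and 1 gene differed in its change between the studies. The adjusted p-values in PH20_TG were 0.698 for Generation of second messenger molecules, 0.805 for B cells and 0.109 for T cells. The camera test called 37 pathways in Has2_TG and 52 in PH20_TG, and chemokines had 0.181. The fry test called 0 pathways in either study. It gave, in Has2_TG, 0.539 for Extracellular matrix organization, 0.539 for Collagen biosynthesis and modifying enzymes, 0.195 for collagens, 0.174 for other matrix proteins, 0.555 for chemokines and 0.174 for growth factor binding. In PH20_TG, it gave 0.783 for Extracellular matrix organization, 0.674 for Collagen biosynthesis and modifying enzymes, 0.693 for Generation of second messenger molecules, 0.573 for B cells and 0.573 for T cells.

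Leaving out each of the 8 libraries of a study, or of the 16 for joint results, changed these results. In Has2_TG, genes upregulated after adjustment were 138 without Has2_WT4 and 0 without any 1 of the other 7, with downregulated ones from 0 to 3 without Has2_WT4 and pathways from 19 without Has2_TG4 to 37 without Has2_WT4. Adjusted p-values ranged from 6.37e-04 without Has2_TG2 to 0.0510 without Has2_WT1 for Collagen biosynthesis and modifying enzymes. For growth factor binding they ranged from 0.00268 without Has2_WT4 to 0.0514 without Has2_TG1. For cytokine receptors they ranged from 7.04e-05 without Has2_WT3 to 0.561 without Has2_TG1, and for CD antigens from 1.24e-11 without Has2_WT4 to 0.398 without Has2_WT2. At the lowest value of both of these lists, more of the called genes were lower than higher. The log2 fold change of Ppargc1a ranged from -0.066 without Has2_TG1 to 0.60 without Has2_TG4, and the share of squared distance from 19.5% without Has2_WT2 to 26.8% without Has2_WT4.

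In PH20_TG, downregulated genes ranged from 279 without PH20_TG2 to 655 without PH20_WT2, and pathways from 3 without PH20_WT3 to 29 without PH20_WT2. Adjusted p-values ranged from 3.00e-11 without PH20_TG3 to 1 without PH20_TG1 for Extracellular matrix organization, from 3.50e-09 to 1 without the same libraries for Collagen biosynthesis and modifying enzymes, from 4.41e-05 without PH20_WT2 to 1 without PH20_WT3 for Generation of second messenger molecules, from 3.47e-10 without PH20_WT2 to 0.0676 without PH20_TG1 for B cells, and from 2.35e-10 to 0.450 without the same libraries for T cells. Log2 fold changes ranged from -0.29 without PH20_TG3 to 0.63 without PH20_TG2 for Ucp1, from -0.53 without PH20_WT1 to 0.15 without PH20_TG2 for Cox7a1, from -0.55 without PH20_WT1 to 0.087 without PH20_WT2 for Pdk4 and from -0.10 without PH20_WT1 to 0.23 without PH20_WT2 for Ppargc1a. Across the studies, genes changed in the same direction ranged from 22 without Has2_WT1 to 82 without Has2_WT4, in opposite directions from 11 without PH20_TG3 to 62 without PH20_TG1, the correlation from -0.00986 without Has2_WT1 to 0.362 without PH20_TG3, and genes between the control groups from 0 without Has2_WT1 to 2 without PH20_TG1.

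Depth limits Spam1: with 12 reads or fewer in every library, its level in PH20_TG1 cannot be told from 0.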

Differences from the paper's values

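Alternatives were set before the data were examined unless stated otherwise. Of the genes downregulated in Has2_TG, 473 were found here and 1166 are the paper's count. Testing every gene with a read gave 800, within 1.5 times the paper's count, as did voom weights with no minimum of reads, chosen after seeing the values, with 1036; no other alternative did. In PH20_TG, 401 genes were upregulated here against the paper's 640. Testing every gene with a read, a mean FPKM of at least 1, quantile normalization and the replicate block came within 1.5 times of the paper's count, as did leaving out PH20_WT2, PH20_WT4 or PH20_TG1, and voom weights with no minimum of reads, chosen after seeing the values; the other alternatives did not. In PH20_TG, 425 genes were downregulated here against the paper's 919. The replicate block (669), leaving out PH20_WT2 (655) and voom weights with no minimum of reads (658, chosen after seeing the values) came within 1.5 times, and no other alternative did.

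The number of genes tested was 12606 in the Has2 study and 12532 in the PH20 study, where the paper's gene numbers are 24142 and 24935. Testing every gene with a read gave 25564 and 26041, within 1.5 times of the paper's, as did voom weights with no minimum of reads, chosen after seeing the values; no other alternative did.

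In both studies, 9 genes were upregulated in Has2_TG and downregulated in PH20_TG, where the paper's Table S1 lists 19. A mean FPKM of at least 1, leaving out Has2_WT1, Has2_TG1 or PH20_WT1, and voom weights with no minimum of reads, chosen after seeing the values, came within 1.5 times of the paper's number, and no other alternative did. For the opposite pair of directions, 13 genes were found where the paper's Table S1 lists 35. Testing every gene with a read, the replicate block, leaving out Has2_WT1, and voom weights with no minimum of reads, chosen after seeing the values, came within 1.5 times, and no other alternative did. With voom weights and no minimum of reads, 8 of the paper's 19 and 22 of its 35 genes were called in the listed directions.

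Upregulated in both studies were 22 genes, where the paper shows about 42 in Fig. 4J, read by eye. Quantile normalization, all 16 libraries in one fit, the replicate block, and leaving out PH20_TG2 or PH20_TG3 came within 1.5 times of it, and no other alternative did. Downregulated in both were 24 genes, where the paper shows about 280 in Fig. 4J, read by eye. None of the alternatives came within 1.5 times of it, and the highest gave 71.

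The paper names cytokine signaling among the Reactome pathways enriched in PH20_TG, where Cytokine Signaling in Immune system had an exact adjusted p of 1 here and ranked 206 of 807. The pathway with the smallest adjusted p-value here was Striated Muscle Contraction. The paper names the external side of the plasma membrane as enriched in PH20_TG, where the CD antigens that stand for it here had an exact adjusted p of 0.143 in PH20_TG. They were called there with the replicate block, with camera (3.41e-05), without PH20_WT2, PH20_WT4, PH20_TG1 or PH20_TG4, and with voom weights and no minimum of reads (0.0476), chosen after seeing the values. The paper names cytokine receptor interaction in PH20_TG, where the list of cytokine receptors had an exact adjusted p of 0.268. It was called when every gene with a read was tested (0.0172), without PH20_WT2 (0.0303) and with voom weights and no minimum of reads, chosen after seeing the values.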

Other observations

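The stroma test across libraries, the muscle test, the scaling test and the unadjusted counts over splits were chosen after their results were seen. Over the 35 splits of the 8 Has2 libraries into groups of 4, the real one included, 2 gave as many genes at an unadjusted p-value under 0.05 as the 1261 found, and 1 gave as many after adjustment (13). As many Reactome pathways were called in 5 of 35 splits, and as many genes of Extracellular matrix organization in 3, of the collagens in 3, of the collagen enzymes in 3, of the other matrix proteins in 3, of the chemokines in 4, of growth factor binding in 3 and of the cytokine receptors in 1. In the PH20 study, 7 of 35 splits gave as many genes as the 826 found, up to 2878. As many pathways were called in 10 splits, and as many genes of Extracellular matrix organization in 5, of the B cell list in 3, of the T cell list in 5, of the CD antigens in 11, of the chemokines in 22, of the cytokine receptors in 7, of the collagens in 3, of the collagen enzymes in 3 and of skeletal muscle in 2. Between the studies, 226 of 2450 pairs of splits gave as many genes changed in the same direction and 470 as many in opposite directions. A correlation at least as high, counted in the positive direction only, came from 412 pairs. For the difference between the studies, 22 of 100 drawn splits gave as many genes at an unadjusted p-value under 0.05 as the 970 found, and for the control groups 8 of 35 as many as the 1293 found. After adjustment, 0 genes passed in the PH20 study and in both of these comparisons, a number that every split reaches, so the splits say nothing about it.

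The B cell and T cell genes that were lower in PH20_TG were high in PH20_WT1 and PH20_WT3 and low in PH20_WT2 and PH20_WT4. The 4 libraries with the highest B cell scores of the 16, Has2_WT1, Has2_WT2, PH20_WT1 and PH20_WT3, were the 4 with the highest lymph node stroma scores (chance 0.000549), which fits lymph node tissue in those libraries. With the stroma score as a covariate, 7 of the 39 genes were called lower in place of 15, and their median log2 fold change was -0.39 in place of -2.24. Lymph node tissue in the dissected depot may therefore account for much of this difference, and as all 4 libraries are controls, an effect of both transgenes on lymphoid cells was not excluded. In the stroma list, Glycam1 was at least 78.5-fold lower in Has2_TG and at least 46.7-fold lower in PH20_TG, and Ccl21a at least 44.8-fold lower in PH20_TG. None of 2 tested genes in the Has2 study and of 3 in the PH20 study was called (the list in PH20_TG had an exact adjusted p of 1, and of 0.00227 without PH20_WT4, and 0.0233 with camera), and the median log2 fold change with these bounds was -3.04 and -5.49 (-1.59 and -2.88 as fitted).

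All 19 tested skeletal muscle genes were lower in PH20_TG (exact adjusted p = 5.98e-22), by -1.45 to -5.22 on the log2 scale, and 0 of 18 were called in the Has2 study. The fry test gave the list an adjusted p-value of 0.391 in PH20_TG. The muscle score of PH20_TG4 (3.17) lay above that of PH20_WT1 (2.86), and its difference between the groups had p = 0.0571 (exact permutation test). The score spread over 6.79 within Has2_TG, so it varies between libraries of one genotype, and skeletal muscle in the dissected tissue is a candidate source. Between the control groups, 7 of 19 muscle genes were called, all lower in Has2_WT than in PH20_WT (exact adjusted p = 0.0392). The list had a median log2 difference of -3.16 there, between mice without the Has2 or PH20 transgene. A difference in muscle between the genotypes stays open.

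For the matrix genes upregulated in Has2_TG, the adjusted p-value of Extracellular matrix organization was 2.47e-06 with the B cell score as a covariate, 5.73e-11 with the skeletal muscle score, 8.21e-11 with quantile normalization and 1.41e-09 after trends on GC content and gene length were taken out, and over its alternatives it reached 0.539 with fry. Lymph node tissue, muscle, the scaling and these trends are thus argued against as the whole cause. The interstitial progenitor score rose by 1.39 while the committed progenitor score rose by 0.22 (exact permutation test, p = 0.171), so a larger share of interstitial progenitors may contribute. Klf4 and Errfi1 are among the 13 genes past adjustment and respond early to stimuli. The immediate early score rose by 0.31 (exact permutation test, p = 0.371), so handling of the tissue cannot be told apart from an effect of the transgene for these genes.

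The paper's beiging genes were measured here in the mice fed doxycycline for 5 days, which is not the paper's cold experiment. Ucp1 FPKM was 66.6 ± 94.0 (SD, n = 4) in Has2_TG and 162 ± 99.4 (SD, n = 4) in Has2_WT. In Has2_TG, the log2 fold changes were -2.16 for Ucp1 (limma adjusted p = 0.459), -0.66 for Prdm16, -1.20 for Cox7a1, -0.64 for Cidea, -0.68 for Pdk4 and 0.24 for Ppargc1a. Without Has2_TG3 they were -1.47 for Ucp1, -0.61 for Cox7a1, -0.26 for Cidea and -0.28 for Pdk4, and without Has2_TG1 -3.07 for Ucp1, -0.97 for Cidea, -1.06 for Pdk4 and -0.066 for Ppargc1a. In PH20_TG they were 0.19, 0.74, -0.13, -0.26, -0.22 and 0.08 for the 6 genes in the order first given. The control groups differed in Ucp1 by 2.38 (limma adjusted p = 0.390).

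Of the other lists in Has2_TG, 4 of 13 beige adipocyte genes were downregulated (exact adjusted p = 0.0569; 4.73e-05 with the skeletal muscle score as a covariate to 0.530 with the B cell score, 6.16e-05 without Has2_TG1, 0.0149 without Has2_WT1 and 1 without Has2_WT2), 1 of 11 adipocyte genes was downregulated (0.858), 6 of 12 adipocyte progenitor genes were upregulated (0.00179; 0.0935 with all 16 libraries in one fit), 5 of 13 hyaluronan genes, Has2 among them, were upregulated (0.0129; 0.0532 without Has2_WT3, 0.211 without Has2_TG1, 0.0557 without Has2_TG2 and 0.313 with all 16 libraries in one fit), and 0 of 4 genes of the sex check and 0 of 78 ribosomal protein genes were called (1 and 1). In PH20_TG, 1 of 11 beige adipocyte genes was upregulated (0.947), 2 of 12 adipocyte progenitor genes were upregulated (0.463), 1 of 12 hyaluronan genes was upregulated (0.947), 2 of 31 genes of growth factor binding were upregulated (0.947), 3 of 45 other matrix proteins were changed (0.947), 1 of 29 chemokines and receptors was downregulated (1) and 5 of 79 ribosomal protein genes were downregulated (0.947), all by the exact test. Some of these lists were called in other settings: growth factor binding with camera (0.0160), the other matrix proteins without PH20_TG3 (0.00643) and with camera (0.00229), the chemokines with camera (0.0168), and the ribosomal proteins, of which 69 of 79 were lower, without PH20_WT2 (1.81e-08), with camera (3.97e-08) and with all 16 libraries in one fit. No gene was called there among 11 adipocyte, 11 proliferation and 4 sex check genes, but with the B cell score as a covariate the proliferation list was called (exact adjusted p = 0.00262). Of the lists written later, 1 of 9 committed progenitor, 1 of 12 endothelial and 1 of 14 immediate early genes were upregulated and 1 of 5 smooth muscle genes was downregulated in Has2_TG. In PH20_TG, 0 of 13 interstitial progenitor, 2 of 9 committed progenitor, 1 of 12 endothelial, 1 of 15 immediate early and 0 of 5 smooth muscle genes were called.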
